# The Mitochondrial Na^+^/Ca^2+^ Exchanger Inhibitor CGP37157 Preserves Muscle Structure and Function to Increase Lifespan and Healthspan in *Caenorhabditis elegans*

**DOI:** 10.3389/fphar.2021.695687

**Published:** 2021-06-15

**Authors:** Paloma García-Casas, Pilar Alvarez-Illera, Eva Gómez-Orte, Juan Cabello, Rosalba I. Fonteriz, Mayte Montero, Javier Alvarez

**Keywords:** *C. elegans*, CGP37157, lifespan, endoplasmic reticulum, mitochondria, sarcopenia

## Abstract

We have reported recently that the mitochondrial Na^+^/Ca^2+^ exchanger inhibitor CGP37157 extends lifespan in *Caenorhabditis elegans* by a mechanism involving mitochondria, the TOR pathway and the insulin/IGF1 pathway. Here we show that CGP37157 significantly improved the evolution with age of the sarcomeric regular structure, delaying development of sarcopenia in *C. elegans* body wall muscle and increasing the average and maximum speed of the worms. Similarly, CGP37157 favored the maintenance of a regular mitochondrial structure during aging. We have also investigated further the mechanism of the effect of CGP37157 by studying its effect in mutants of *aak-1;aak-2*/AMP-activated kinase, *sir-2.1*/sirtuin, *rsks-1*/S6 kinase and *daf-16*/FOXO. We found that this compound was still effective increasing lifespan in all these mutants, indicating that these pathways are not involved in the effect. We have then monitored pharynx cytosolic and mitochondrial Ca^2+^ signalling and our results suggest that CGP37157 is probably inhibiting not only the mitochondrial Na^+^/Ca^2+^ exchanger, but also Ca^2+^ entry through the plasma membrane. Finally, a transcriptomic study detected that CGP37157 induced changes in lipid metabolism enzymes and a four-fold increase in the expression of *ncx-*6, one of the *C. elegans* mitochondrial Na^+^/Ca^2+^ exchangers. In summary, CGP37157 increases both lifespan and healthspan by a mechanism involving changes in cytosolic and mitochondrial Ca^2+^ homeostasis. Thus, Ca^2+^ signalling could be a promising target to act on aging.

## Introduction

Mitochondria, the organelle responsible of aerobic energy production, plays also multiple roles in cellular Ca^2+^ homeostasis (Pizzo et al., 2012; Gherardi et al., 2020). Increase in mitochondrial [Ca^2+^] activates mitochondrial metabolism, linking cell activation to energy production. On the other hand, the rapid mitochondrial Ca^2+^-accumulation that occurs during cell stimulation constitutes a mechanism of transient buffering of cytosolic Ca^2+^ (Montero et al., 2000). This mechanism regulates a variety of phenomena triggered by cytosolic Ca^2+^, such as neurotransmitter secretion or muscle contraction. Moreover, mitochondria play also an important role in the regulation of cell death induced by mitochondrial Ca^2+^ overload.

The best known pathway for Ca^2+^ entry into the mitochondria is the mitochondrial Ca^2+^ uniporter (MCU), a Ca^2+^-activated Ca^2+^ channel present in the inner mitochondrial membrane (Gherardi et al., 2020), although additional pathways must be present to explain the persistence of mitochondrial Ca^2+^ signalling in MCU knockout models (Álvarez-Illera et al., 2020). Once cell stimulation is finished, cytosolic Ca^2+^ decreases, MCU becomes inactivated and Ca^2+^ is extruded from mitochondria through the mitochondrial Na^+^/Ca^2+^ exchanger (mNCX), the main Ca^2+^ exit pathway from mitochondria (Palty et al., 2010). Benzothiazepine CGP37157 is a potent inhibitor of mNCX. However, other targets with a similar dose-response relationship have also been reported. All of them involve the inhibition of other Ca^2+^ pathways, including plasma membrane L-type Ca^2+^ channels (Baron and Thayer, 1997), plasma membrane Na^+^/Ca^2+^ exchangers (Czyz and Kiedrowski, 2003), or CALHM1 Ca^2+^ channels (Moreno-Ortega et al., 2015).

We have reported recently that CGP37157 extends lifespan on *C. elegans* worms with a bell-shaped concentration–response, so that the effect was obtained at submaximal concentrations, with higher doses producing no effect (García-Casas et al., 2019). The actual target responsible for the lifespan effect in *C. elegans* is unknown, in part because the diversity of Na^+^/Ca^2+^ exchanger isoforms is much greater in *C. elegans*. Humans have only one isoform of mNCX, named NCLX (Palty et al., 2010). Instead, *C. elegans* has 10 different isoforms of Na^+^/Ca^2+^ exchangers (named *ncx-1* to *ncx-10*) and five of them are homologs of NCLX (*ncx-6* to *ncx-10*) with different tissue distribution (Sharma et al., 2013; He and O’Halloran, 2014; Sharma and O’Halloran, 2014). Out of the 10 *ncx* genes of *C. elegans*, only *ncx-9* has been studied in more detail, showing that it performs CGP37157-sensitive Na^+^/Ca^2+^ exchange activity in mitochondria (Sharma et al., 2017). In addition, *C. elegans* has also homologs of L-type Ca^2+^ channels (EGL-19) and CALHM1 Ca^2+^ channels (CLHM-1), the plasma membrane Ca^2+^ channels that are also sensitive to CGP37157 in mammalian cells, although it is not known whether the *C. elegans* homologs are sensitive to CGP37157 or not.

CGP37157 has also been shown to induce neuroprotection in several experimental models of neurotoxicity (Nicolau et al., 2009; Nicolau et al., 2010; González-Lafuente et al., 2012). Neuroprotection has been mainly attributed to inhibition of Ca^2+^ entry to neurons, either through voltage-dependent Ca^2+^ channels or through CALHM1 Ca^2+^ channels (Ruiz et al., 2014; Garrosa et al., 2020). Whether the mechanism of neuroprotection is related or not to the mechanism of lifespan increase is still unknown. Correlation between neuroprotection and lifespan extension has been reported before, e.g., the effect of partial mitochondrial uncoupling, which attenuates age-dependent neurodegeneration and increases survival in *C. elegans* (Lemire et al., 2009; Cho et al., 2017).

On the other hand, it is also important to determine if CGP37157 increases only lifespan, or if it is able to improve also healthspan, the healthy time of life. In some long-lived mutants, the increase in lifespan was achieved at the cost of an increase in frailty time (Bansal et al., 2015). We have therefore decided to monitor functional parameters such as speed of mobility and morphological structure of muscle sarcomere and mitochondria during aging, to test if this compound was able to improve the performance with respect to the controls. Our results show that CGP37157 increased mobility and prevented sarcopenia and mitochondrial degeneration with age.

Finally, as for the mechanism underlying the effects of CGP37157 on *C. elegans* lifespan, we have described that the effect disappeared in mutants of the mitochondrial respiratory chain (*nuo-6*), the TOR pathway (*daf-15*) and the insulin/IGF1 pathway (*daf-2*) (García-Casas et al., 2019), but further work was required to clarify the pathways involved. We have extended here this study by using mutants of *aak-1;aak-2*/AMP-activated kinase, *sir-2.1*/sirtuin, *rsks-1*/S6 kinase and *daf-16*/FOXO. In addition, we have performed measurements of the cytosolic and mitochondrial [Ca^2+^] oscillations in the presence and in the absence of this compound, and we have made a transcriptomic analysis to determine if CGP37157 induces changes in the expression of components of the pathways known to control lifespan, or in components of the Ca^2+^ signalling machinery. Our analysis reveals that CGP37157 acts downstream of *daf-16*/FOXO in the insulin pathway, involves TORC1 inhibition and functional mitochondria, induces changes in plasma membrane and mitochondrial Ca^2+^ fluxes, changes the expression of many lipid metabolism enzymes and increases the expression of the mNCX *C. elegans* homolog *ncx-6* gene.

## Materials and Methods

### *C*. *Elegans* Strains and Maintenance

Strains used were as follows: AQ2038, integrated strain expressing cytosolic yellow cameleon 2.1. (YC2.1) in pharynx controlled by the *myo-2* promoter (*pmyo-2::YC2.1*) (Alvarez-Illera et al., 2016), AQ2121, integrated strain expressing cytosolic yellow cameleon 2.1. (YC2.1) in body wall muscle cells controlled by the *myo-3* promoter (*pmyo-3::YC2.1*), both strains kindly provided by Drs. Robyn Branicky and W. Schafer, MRC Laboratory of Molecular Biology, Cambridge, United Kingdom AQ3055, strain expressing mitochondrially-targeted yellow cameleon 3.60 (YC3.60) as extrachromosomal array on pharynx, also under the *myo-2* promoter (*pmyo-2::2mt8::YC3.60*) (Alvarez-Illera et al., 2017). SJ4103 (*zcls14[myo-3::GFP(mit)]*), wild-type strain that expresses GFP at high levels in mitochondria of body wall muscle cells. Mutant strains: *daf-16(mu86), aak-2(ok524), aak-1(tm 1944);aak-2(ok524)*, *sir-2.1(ok434),* and *rsks-1(ok1255).* The strain TJ375 (*gpls1[hsp-16.2p::CFP]*), kindly supplied by Dr. Malene Hansen, Sanford Burnham Prebys Medical Discovery Institute, La Jolla, United States, was used to measure cytosolic stress. The other strains were obtained from the *Caenorhabditis* Genetics Center. Worms were maintained and handled as previously described (Stiernagle, 2006). NGM agar plates were seeded with *Escherichia coli* (OP50). Strains were maintained at 20°C.

### *C. elegans* Lifespan Assays

Lifespan assays were carried out as previously described (García-Casas et al., 2018). Briefly, eggs were obtained as described previously (Stiernagle, 2006) and transferred to *E. coli* (OP50) seeded NGM plates, either control plates or plates prepared in the presence of the required drug. For each assay, around 100 synchronized young adults (day 1) were transferred to *E. coli* (OP50) seeded NGM plates (35 mm plates, 10 worms/plate) containing 15 µM Fluorodeoxyuridine (FUdR) to avoid progeny. CGP37157 was dissolved in the NGM agar at the desired concentration. Control and drug-containing assays were always carried out in parallel. Plates were scored for dead worms every day. Worms that did not respond to touch with a platinum wire were considered dead. Age refers to days following adulthood. Plates with fungal contamination during the first 10 days of the assay were excluded from the study. Missing worms, individuals with extruded gonad or desiccated by crawling in the edge of the plate were censored. Control and drug-containing plates were kept close together in a temperature-controlled incubator set at 20°C. Statistical analysis was performed with the SPSS software, using the Kaplan-Meier estimator and the log-rank routine for significance.

### Calcium Imaging

Pharynx cytosolic and mitochondrial Ca^2+^ measurements were carried out as previously described using the strains AQ2038 and AQ3055 (Alvarez-Illera et al., 2016; Alvarez-Illera et al., 2017), at day 5 of adult life. Supplementary Figure S1 shows an image of the fluorescence of the pharynx. Body-wall muscle cytosolic [Ca^2+^] measurements were performed using the strain AQ2121 and focusing the vulva area. Briefly, worms were starved for 4–6 h before the experiments. Then, they were glued (Dermabond Topical Skin Adhesive, Johnson and Johnson) on an agar pad (2% agar in M9 buffer) and the coverslip containing the glued worm was mounted in a chamber in the stage of a Zeiss Axiovert 200 inverted microscope in the presence of 2.3 mM serotonin to stimulate pumping. Fluorescence was excited at 430 nm using a Cairn monochromator (4 nm bandwidth for the cytosolic Ca^2+^ sensor in AQ2038 and AQ2121, 7 nm bandwidth for the mitochondrial sensor in AQ3055, continuous excitation) and images of the emitted fluorescence obtained with a Zeiss C-apochromat 40 × 1.2 W objective were collected using a 450 nm long pass dichroic mirror and a Cairn Optosplit II emission image splitter to obtain separate images at 480 and 535 nm emission. The splitter contained emission filters DC/ET480/40 and DC/ET535/30 m, and the dichroic mirror FF509-FDi01–25 × 36 (all from Chroma Technology). Simultaneous 200 ms images at the two emission wavelengths were recorded continuously (2.5 Hz image rate) by a Hamamatsu ORCA-ER camera, in order to obtain 535/480 nm fluorescence ratio images values of a region of interest enclosing the pharynx terminal bulb. Experiments were performed at 20°C and carried on during 30 min of continuous recording. Fluorescence was recorded and analyzed using the Metafluor program (Universal Imaging) and a specific algorithm designed to calculate off-line the width at mid-height expressed in seconds and the height obtained as percent of ratio change of all the Ca^2+^ peaks in each experiment.

### Electropharyngeogram

Electropharyngeogram (EPG) was carried out as previously described (Álvarez-Illera et al., 2020), at day 5 of adult life. Briefly, the Nemametrix Screen Chip System (NemaMetrix, Eugene OR; Cat # SK100) with a fresh SC40 screen chip (NemaMetrix, Eugene OR; Cat # SKU: 0002) loaded with M9 buffer containing 2.3 mM serotonin, was placed on an inverted Zeiss Axiovert 200 microscope equipped with an LD A-Plan 10x objective. For each experiment, we picked 100 worms from the culture plate and washed them in 1.5 ml of 0.2 µm filtered M9 buffer + 0.1% Tween. Worms were then washed 4x with 0.2 µm filtered M9 buffer, then once in M9 buffer containing 2.3 mM serotonin, and they were finally suspended in 1 ml of M9 buffer containing 2.3 mM serotonin and allowed to settle for 15 min. All the experiments were performed between 15 and 120 min of the initial serotonin exposure. Experiments were recorded with the NemAcquire software and analyzed with the NemAnalysis v0.2 software. All the experiments with a frequency of less than 0.1 Hz or pump duration coefficient of variation bigger than 50% were rejected.

### Confocal Imaging

For confocal imaging, CGP37157 treated and untreated AQ2121 worms (for sarcomere structure evaluation) and SJ4103 (for mitochondrial organization) were transferred to a 2% agarose pad containing a drop of sodium azide 50 mM, which acts as a worm anesthetic. Then, a coverslip was used to cover the drop and worms were imaged on a Leica TCS SP5 confocal microscope. Fluorescence was excited at 488 nm, and the emission between 500 and 554 nm was collected. Images were then processed and analyzed using ImageJ software.

### Mobility Measurements

Tracking assays were performed from day 5 to day 15 of *C. elegans* AQ2121 adult worms to evaluate possible effects of CGP37157 in worm’s motility. Day 1 synchronized adult worms were placed in control 35 mm Ø plates or in plates containing 50 µM CGP37157 and kept at 20°C. Two minute videos were taken every day from day 5 to day 15 of control and treated populations, and they were analyzed offline using the ImageJ plugin “wrMTrck”, as described previously (Nussbaum-Krammer et al., 2015).

### Transcriptomic *C. elegans* Analysis

For worm synchronization, eggs were placed overnight in NGM plates without OP50 to cause L1 larvae arrest. After 12 h, L1 larvae were transferred to NGM plates seeded with OP50 and let develop at 20°C. As soon as they reach the young adult stage, worms were transferred to control and treatment (50 µM CGP37157) seeded plates, incubated at 20°C and transferred every day to new plates. At day 5 of treatment, total RNA extraction was performed. Briefly, control and treated worms were collected with distilled H_2_O, transferred to a Falcon tube and washed three times to eliminate eggs or larvae left in the plates. Then they were transferred to an eppendorf tube, the rest of the supernatant was carefully removed and three freezing-unfreezing cycles in liquid nitrogen were performed. Then, 10–20 silica beads and 500 µL of TRizol™ were added to each frozen sample, samples were homogenized using a beads homogenizer for 1 min and incubated in ice for 5 more minutes. Then 100 µL of chloroform were added to each sample, incubated for 3 min and centrifuged at 4°C, 15 min at 15.000 rpm. The upper phase was then transferred to another eppendorf tube and finally, a solution 1:1 (v/v) of the sample and Ethanol 70% was prepared. For RNA purification, the QIAGEN RNEasy Mini Kit was used. The RNA solution was transferred to a silica-membrane RNeasy spin column, washed, treated with DNases using the QIAGEN RNase-Free DNase set, and eluted using pre-heated free RNase H_2_O. Total RNA was quantified in the Nanodrop (Thermo Scientific). Global gene expression profile was analyzed at the Genomic Platform of the CIBIR (http://cibir.es/es/plataformas-tecnologicas-y-servicios/genomica-y-bioinformatica). Expression analysis was performed as described (Gómez-Orte et al., 2018; Gómez-Orte et al., 2019) using DESeq2 (Love et al., 2014) and edgeR (Robinson et al., 2010) algorithms.

## Results

We have reported previously that CGP37157 increased lifespan in *eat-2(ad1113)* mutants (caloric restriction mimetic), but it produced no effect in *daf-2(e1370)* mutants (insulin/IGF-1 receptor), *nuo-6(qm200)* mutants (mitochondrial respiratory chain complex I mutant) and *daf-15(m81)/unc-24(e138)* mutants (mTOR regulatory protein Raptor mutant) (García-Casas et al., 2019). Therefore, its effects on longevity are somehow mediated by the insulin/IGF-1 and mTOR pathways, and require functional mitochondrial respiratory chain.

To extend our genetic analysis and define which pathways are relevant for the lifespan extension mediated by CGP37157, we scored the effect of this compound on the lifespan of mutants of several additional pathways related to longevity. Figure 1 shows that CGP37157 increased lifespan in a similar way in mutants of the AMP-activated kinase, both in mutants of the catalytic subunit α2 (*aak-2(ok524)*, panel a) and in double mutants of both catalytic *α* subunits (*aak-1(tm 1944);aak-2(ok524)*, panel b). CGP37157 was also effective increasing the lifespan in mutants of the mTOR substrate S6 kinase (*rsks-1(ok1255)*, panel c), in mutants of the sirtuin pathway (*sir-2.1(ok434)*, panel d), and in mutants of the transcription factor *daf-16(mu86)*/FOXO (panel e). These pathways are therefore not involved in the lifespan increase induced by CGP37157. Figure 1F, shows a summary of the effects of this compound in the different mutants (see also Supplementary Tables S1, S2).

**FIGURE 1:**
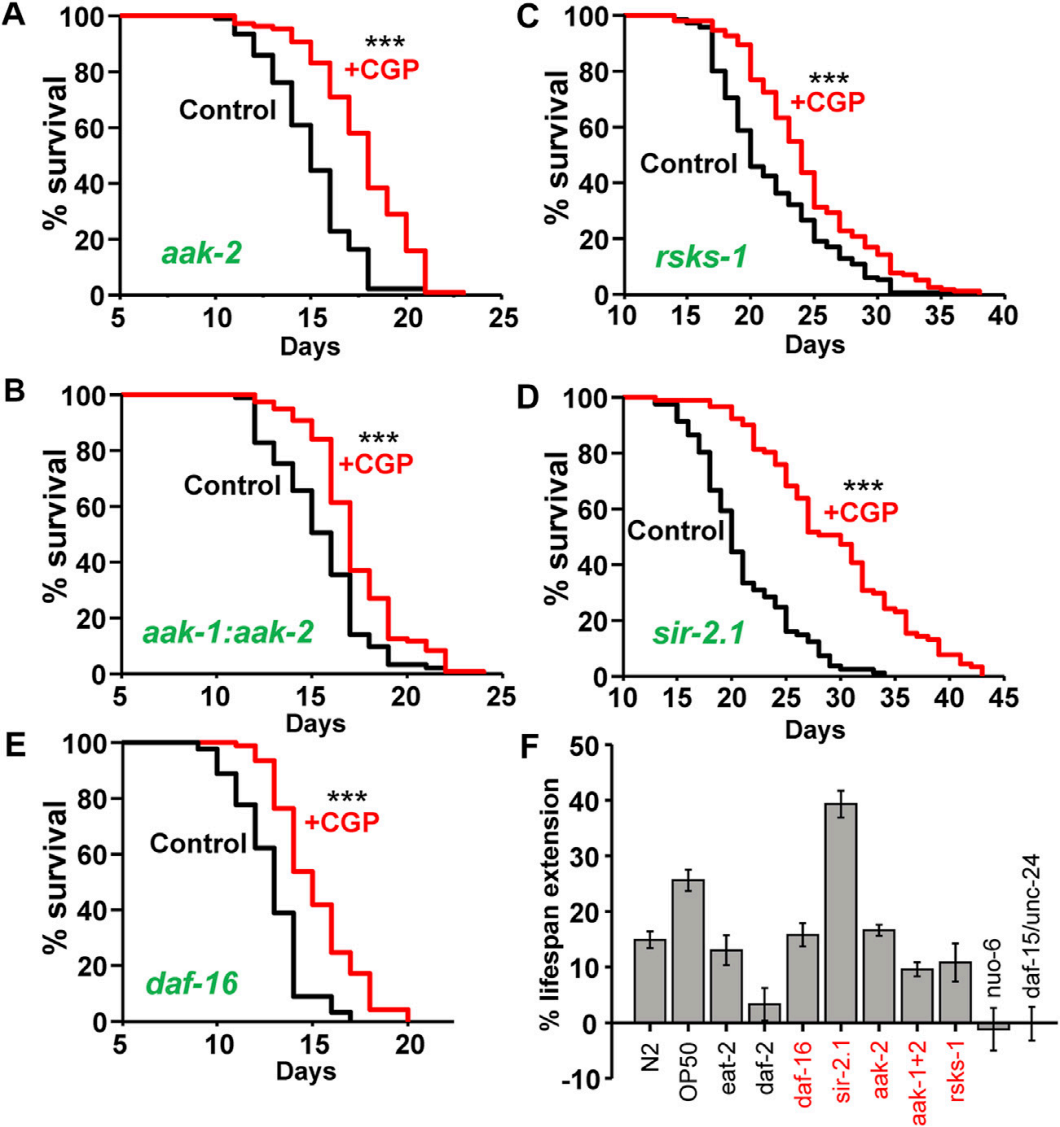
Effect of CGP37157 on the lifespan of several *C. elegans* mutants. The figure shows typical parallel control vs. drug lifespan curves obtained in different *C. elegans* mutants, as indicated in the panels. CGP37157 concentration was 50 µM. Panel **(F)** shows a summary of the mean changes in survival induced by CGP37157 in several *C. elegans* mutants, including those of Figure 1 (in red) and others reported previously (García-Casas et al., 2019). The trials shown correspond to those marked in bold in Supplementary Tables S1, S2 (more details of all the assays in Supplementary Tables S1, S2). ***p < 0.001 in the Kaplan-Meier study (log-rank routine). Supplementary Tables S1, S2 show that all the trials in every mutant found significant differences with/without CGP37157 with *p* < 0.001, except for the case of the *rsks-1* mutant, where two trials found differences significant with *p* < 0.001, one with *p* < 0.05 and one found no significant differences.

In order to investigate the mechanism involved in the increase in lifespan induced by this compound, we performed measurements of cytosolic and mitochondrial Ca^2+^ dynamics in the pharynx of live worms, either treated or untreated with CGP37157. As we have reported previously, the pharynx displays a persistent fast Ca^2+^ oscillatory activity that can be followed for long time periods, both in the cytosol (Alvarez-Illera et al., 2016) and in the mitochondria (Alvarez-Illera et al., 2017). We have made an analysis of all the cytosolic and mitochondrial Ca^2+^ peaks recorded in a series of N2 wild-type worms in every condition. Figure 2A shows typical records of the cytosolic [Ca^2+^] peaks obtained in the absence and in the presence of CGP37157. The dynamics of [Ca^2+^] oscillations was quite similar, although we could detect a 20% decrease in the mean peak width and 8% decrease in the mean peak height in worms treated with CGP37157. Instead, when we studied the mitochondrial Ca^2+^ peaks, the mean peak width was reduced by 11% but the mean peak height was increased by 7% (Figure 2B). In addition, to assess the effect of CGP37157 on pharynx muscle contraction, we made electrical measurements of pharynx contraction (Electropharyngeogram, EPG). Supplementary Figure S2 shows that the presence of CGP37157 did not induce statistically significant changes in the main EPG parameters, although the mean values shifted in the same direction that the changes in [Ca^2+^], namely, a decrease in pump duration.

**FIGURE 2:**
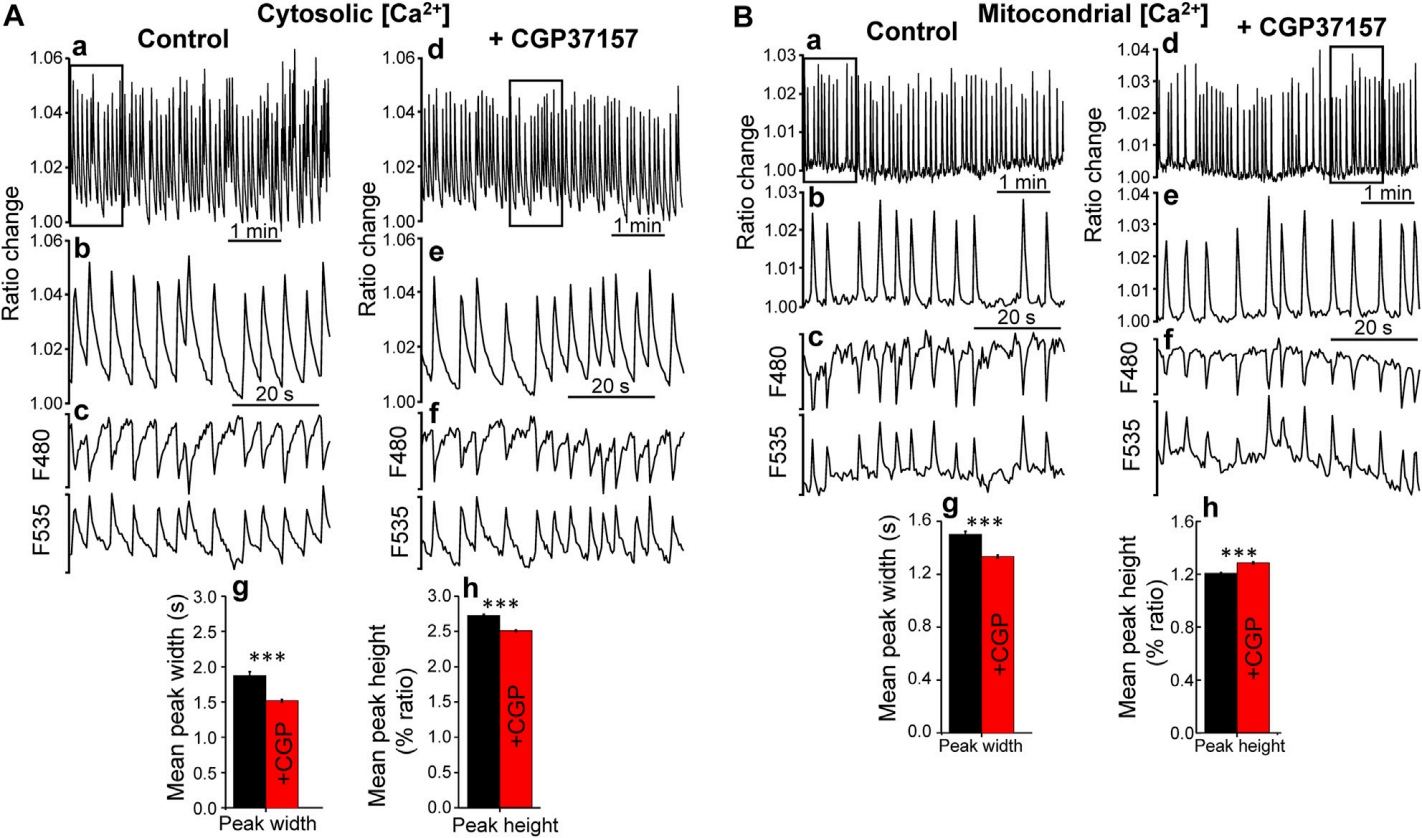
Effect of CGP37157 on *C. elegans* pharynx cytosolic **(A)** and mitochondrial **(B)** [Ca^2+^]. Panels a and d show 5 min of typical records of cytosolic **(A)** or mitochondrial **(B)** [Ca^2+^] oscillations obtained from *C. elegans* worms at day 5 of adult life either treated (panel d) or untreated (panel a) with 50 µM CGP37157 since day 1 of adult life. Panels b and e show expanded the 1 min region marked with a square in the 5 min record of the panel above. Panels c and f show the single wavelength records with emission at 480 and 535 nm corresponding to the 1 min ratio records of the panels above, showing the expected mirror changes. Panels g and h show the mean peak width and mean peak height of pharynx cytosolic **(A)** or mitochondrial **(B)** [Ca^2+^] oscillations. ***p < 0.001, ANOVA test, *n* = 5,009 to 8,456 peaks analyzed.

An important point regarding the effects of drugs that modify the lifespan concerns their effects on functional parameters indicative of good health. We have studied here the effect of CGP37157 on the mobility of the worms in tracking experiments. Figure 3 shows the mean average and maximum speed obtained from a series of tracking experiments performed at different days of adult life. The data show that CGP37157 increased the mean average and maximum speed of the worms, an effect that was significant in the interval between days 8–12.

**FIGURE 3:**
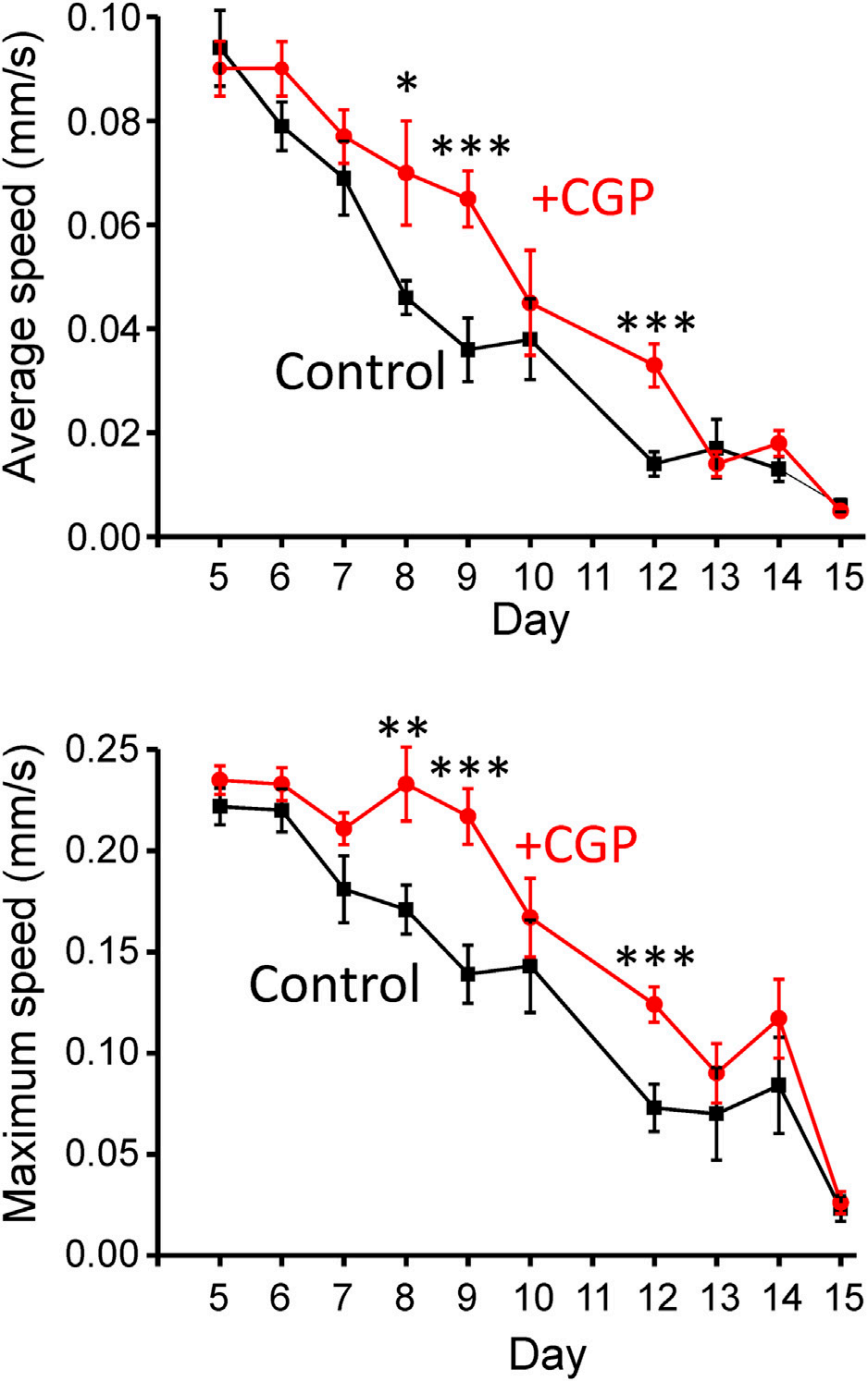
Effect of CGP37157 on the mobility of the worms. Mobility was estimated from 2 min videos analyzed with the “wrMTrck” ImageJ plugin to obtain the mean average and maximum speed, as described in Methods. *p < 0.05; **p < 0.01; ***p < 0.005, ANOVA test, *n* = 9–15 worms per condition.

We have also studied the effect of CGP37157 on cellular stress, which is considered to be a very important phenomenon involved in the toxicity of many drugs, in addition to other mechanisms such as mitochondrial dysfunction or oxidative stress. For that, we have monitored the expression of *hsp-16.2*, a heat shock protein related to stress resistance that is induced by a number of types of cellular stress, including heat shock or oxidative stress (Link et al., 1999). Figure 4 shows that expression of this marker largely increased after a heat sock, but was not modified by treatment with CGP37157. This suggests that the effects of CGP37157 on lifespan are not mediated by an increase in the expression of stress resistance proteins.

**FIGURE 4:**
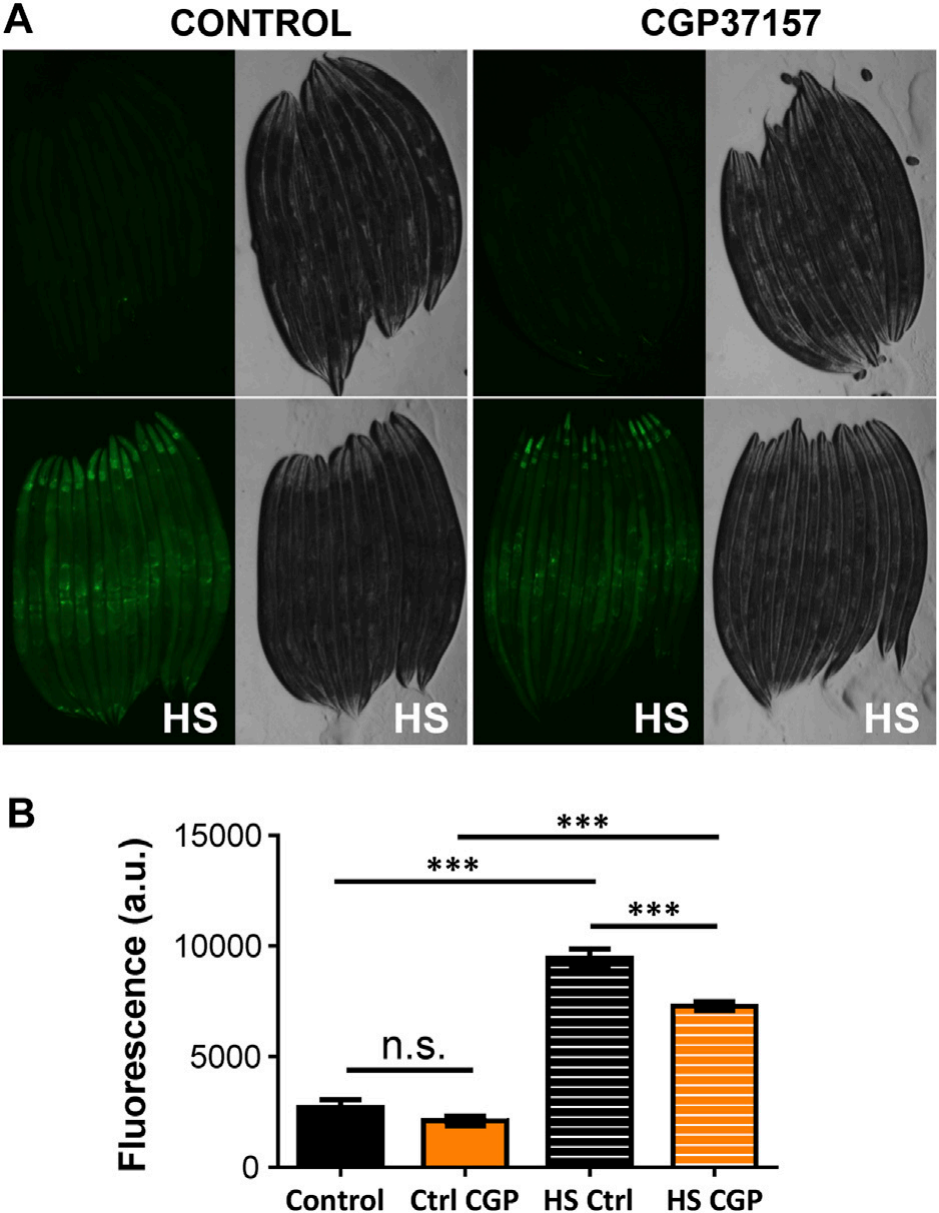
Effect of CGP37157 on cytosolic stress. *hsp-16.2* expression was evaluated at day 3 of adult life using the strain TJ375, that induces GFP expression when *hsp-16.2* is transcribed. **(A)** shows the mean fluorescence obtained before **(upper panels)** and after **(lower panels)** a temporary heat shock (HS) treatment of 2 h at 35°C followed by overnight recovery, either in the absence **(left panels)** or in the presence **(right panels)** of 50 µM CGP37157. **(B)** shows the mean fluorescence obtained in each condition compared with the ANOVA test (*n* = 23 to 37 worms/condition. ***p < 0.001).

Another functional parameter we have monitored is the sarcomere structure in body wall muscle cells. It has been reported that sarcomere structure of body wall muscle cells undergoes a progressive decline with age, so that sarcomere lose their densely packed structures and regular and parallel orientations as aging progresses, a phenomenon typical of sarcopenia (Herndon et al., 2002; Tiku et al., 2016). Figure 5 shows the effect of CGP37157 on sarcomere structure at several days of adult life. There are no differences at day 1 of adulthood, indicating that worms began the treatment in similar conditions. On day 3 we see that control worms begin to lose part of the parallel structure while the treated worms continue to show regular orientations. This effect is even more evident in the representative images of day 5, day 8, and day 12 of treatment of Figure 5. More images at day 8 are shown in Supplementary Figure S3. Control worms start to lose either density or the sarcomeric regular distribution, while treated worms still maintain a similar structure to that observed at day 1 of adulthood. Thus, treatment with CGP37157 delays muscle decline in *C. elegans* and favors the maintenance of the sarcomeric structure in body wall muscle cells.

**FIGURE 5:**
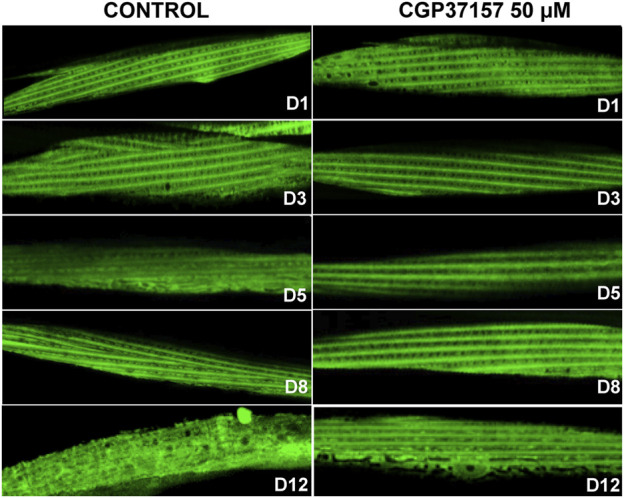
Effect of CGP37157 on the sarcomeric structure in *C. elegans* body wall muscle during aging. AQ2121 worms, expressing the YC2.1 cameleon probe in the cytosol, were imaged by confocal microscopy at different days of adult life, either treated or not with 50 µM CGP37157 since day 1 of adult life.

It has been recently described that alterations in muscle mitochondrial structure are strongly correlated with the decline of both sarcomeric structure and speed of movement (Gaffney et al., 2018). We have therefore studied the effects of the treatment with CGP37157 on mitochondrial structure in *C. elegans* body wall muscle cells. For that, we have used the strain SJ4103, which expresses the fluorescent protein GFP targeted to mitochondria in body wall muscle cells under the *myo-3* promoter. Figure 6 shows the evolution of mitochondrial structure in body wall muscle cells during aging, both in the absence and in the presence of CGP37157. The control images show clearly that mitochondrial structure undergoes a decline as the organism age. At day 3, the mitochondrial structure is quite similar to that observed in the sarcomeric structure, indicating the high association present between ER and mitochondria in these cells. This association weakens during aging, causing this well-organized structure to be lost. When comparing the images of the control group with those of the CGP37157-treated group, it is clear that the treatment favors the maintenance of the mitochondrial structure with age. Even at day 12, although the structure is not as well preserved as at day 8, a parallel mitochondrial distribution is still apparent in the treated worms. More images at day 8 are shown in Supplementary Figure S4.

**FIGURE 6:**
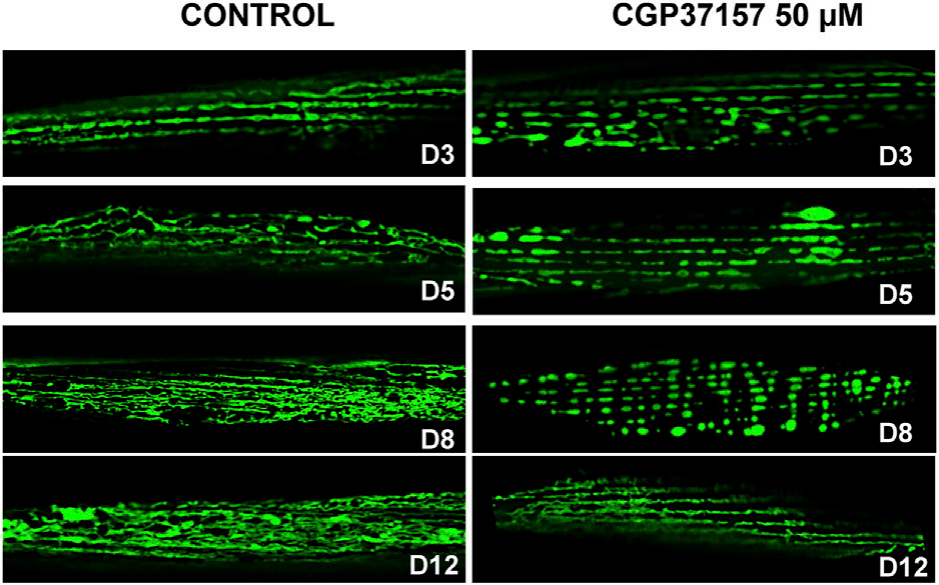
Effect of CGP37157 on the mitochondrial structure in *C. elegans* body wall muscle during aging. SJ4103 worms, expressing GFP inside mitochondria of body wall muscle cells, were imaged by confocal microscopy at different days of adult life, either treated or not with 50 µM CGP37157 since day 1 of adult life.

Because of the decline we see in worm mobility and body-wall muscle sarcomere and mitochondrial structure, we have also investigated the effect of CGP37157 on body-wall muscle cytosolic [Ca^2+^] dynamics at both day 2 and day 12. We used the AQ2121 strain (expressing the [Ca^2+^] sensor YC2.1 in body-wall muscle and vulva muscle) and monitored the vulva region, which shows spontaneous large [Ca^2+^] oscillations even in the glued worms. Although the function of these contractions is to expel the eggs, they are present throughout the worm's life. Figure 7A shows the [Ca^2+^] dynamics observed at day 2, both in the absence and in the presence of CGP37157. [Ca^2+^] peaks were much larger and wider than those measured in the pharynx, and the presence of CGP37157 did not modify the height of the peaks, but produced a large increase in the mean width, both in the width measured at the foot of the peaks and in the width measured at half-height. Similar results were obtained at day 12 (Figure 7B). Although the magnitude of the effects was smaller at day 12, the presence of CGP37157 significantly increased also the width of the peaks, and did not modify the height.

**FIGURE 7:**
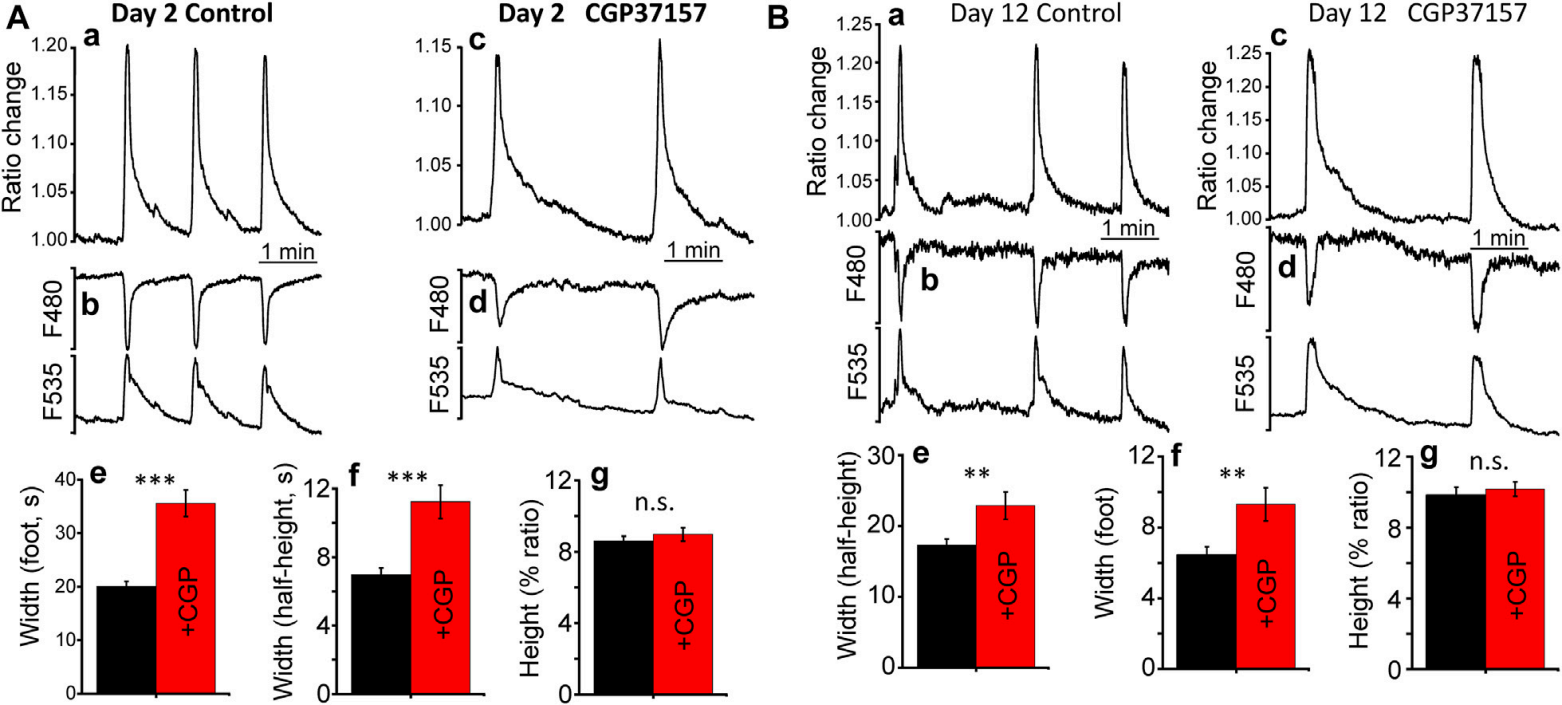
Effect of CGP37157 on *C. elegans* vulva cytosolic [Ca^2+^] at day 2 **(A)** and day 12 **(B)** of adult life. Panels a and c show 5 min of typical records of spontaneous cytosolic [Ca^2+^] oscillations obtained from *C. elegans* worms at day 2 of adult life either treated (panel c) or untreated (panel a) with 50 µM CGP37157 since day 1 of adult life. Panels b and d show the single wavelength records with emission at 480 and 535 nm corresponding to the 5 min ratio records of the panels above, showing the expected mirror changes. Panels e. g., and h show the mean peak width at the foot of the peak, the mean peak width at half-height and the mean peak height of the vulva cytosolic [Ca^2+^] oscillations. ***p < 0.001; **p < 0.01; ANOVA test, *n* = 113 to 190 peaks analyzed.

Finally, to obtain further information on the functional effects induced by CGP37157 treatment, we have studied the changes induced by this treatment on the global gene expression pattern. 

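The expression data came from N2 worms, the wild-type laboratory strain of *C. elegans*, in 6 libraries, 3 of control worms and 3 of worms kept on plates with 50 µM CGP37157, collected at day 5 of treatment. The authors deposited the number of reads counted on each of 46904 gene identifiers, without normalization, together with their own normalized values and the results of their DESeq2 and edgeR comparisons. The labels describe a strand-specific mRNA library kit, and the paper's text names neither the aligner nor the counting program. The 3 control libraries held 21245713, 21154440 and 21122852 counts on genes, with a median of 21154440, and the 3 CGP37157 libraries held 23821727, 24551795 and 23881605 counts, with a median of 23881605. The counts were compared here with edgeR's quasi-likelihood test after TMM normalization, which corrects each library for its total and for a few abundant genes, and p-values were adjusted by the Benjamini-Hochberg method. Genes with a level of at least 1 CPM (the count scaled to a common library size) in at least 3 of the 6 libraries were tested, which left 12385 genes. The filter decides whether a weakly expressed gene is tested, and the tool decides how the spread between 3 replicates is estimated. Leaving out the filter also changed the adjusted p of well-expressed genes that were tested either way. For the gene *lipl-5*, at 128 CPM in control worms, it fell from 0.268 to 0.0314 in edgeR's quasi-likelihood test. Gene positions are those of WBcel235. An adjusted p under 0.05 was found for 144 genes higher and 29 genes lower in CGP37157-treated worms, and an unadjusted p under 0.05 for 593 genes. In absolute number, the alternative that moved these counts most was the absence of a low-count filter, with 208 genes higher and 66 lower. The likelihood ratio test also gave 66 lower genes, and 12 were lower without CGP37157 replicate 1.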

Analysis was performed as described previously (Gómez-Orte et al., 2018). Most of the GO categories showing significant changes correspond to cellular response to exogenous drugs, immune and defense response and several lipid metabolic processes (Figure 8; Supplementary Tables S3, S4). Many of these changes likely reflect adaptations by *C. elegans* to the presence of the xenobiotic CGP37157. However, it is interesting to note the presence of several consistent changes in lipid metabolism enzymes, which could be relevant to the effect of this compound on lifespan. 

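In the test described for the 6 libraries, the genes higher in CGP37157-treated worms were grouped by gene family. Families were taken from the gene symbols, and those with at least 5 tested genes were examined with a one-sided Fisher's exact test, a comparison chosen after the counts were seen because no annotation of all the tested genes was used here. The cytochrome P450 family (*cyp*) had 19 higher genes among 54 tested (adjusted p = 2.15e-21), and the UDP-glucuronosyltransferase family (*ugt*) had 16 among 56 (adjusted p = 2.13e-16). Both encode enzymes that modify foreign compounds. Members of one subfamily are similar in sequence, and the counting could have split their reads, so the values of single members are uncertain. The C-type lectins (*clec*) had 10 higher genes among 115 (adjusted p = 9.24e-05), the glutathione S-transferases (*gst*) had 5 among 32 (adjusted p = 0.00247) and the infection response genes (*irg*) had 3 among 8 (adjusted p = 0.00527). Among the lower genes, 5 were C-type lectins (adjusted p = 0.00201), 2 of 7 tested were desaturases (*fat*, adjusted p = 0.0176) and 2 of 11 belonged to the *oac* family (adjusted p = 0.0306). Supplementary Table S3b gives Biological Process terms for 102 of the 144 higher genes. Of these, 21 carried the term innate immune response, 8 lipid metabolic process, 6 response to xenobiotic stimulus and 6 defense response to Gram-negative bacterium. Of the 29 lower genes, 16 carried a term. Innate immune response was given for 3 of them, defense response to Gram-negative bacterium for 3 and lipid metabolic process for 2.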

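Lysosomal lipases release fatty acids from stored fat. The gene *lipl-2* (WBGene00009773) lies on chromosome V from 9791567 to 9793241, and its expression was 2.36 ± 1.03 CPM (SD, n = 3) in control worms and 10.8 ± 2.67 CPM (SD, n = 3) in treated worms. Its log2 fold change was 2.20 (standard error 0.37), with an adjusted p of 0.0129 in edgeR's quasi-likelihood test. The gene *fil-1* (WBGene00011321), on chromosome V from 14993838 to 14995207, had a log2 fold change of 1.61 (standard error 0.35, adjusted p = 0.0581). The log2 fold change of *lipl-5* was 1.08 (standard error 0.31, adjusted p = 0.268) and that of *lipl-1* was 0.72 (standard error 0.25, adjusted p = 0.489). On a linear scale the increases were 4.58-fold, 3.05-fold, 2.12-fold and 1.65-fold in the same order. In each of these 4 genes every treated library was above every control library. Groups that do not overlap, in either direction, arise by chance for 10% of genes when 3 libraries are compared with 3. One of the 4 passed an adjusted p of 0.05 over all tested genes, and 4 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. With DESeq2 in place of edgeR, 3 of the 4 passed. The call of *lipl-2* was lost without CGP37157 replicate 1 (adjusted p = 0.0722) and without CGP37157 replicate 2 (adjusted p = 0.0634), and with the replicate number as a block (adjusted p = 0.0932). *fil-1* passed without control replicate 2, with a log2 fold change of 2.08.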

We find here that CGP37157 induced a 2-4-fold increase in expression of the lysosomal lipases *lipl-1*, *lipl-2,* and *lipl-5*, and the fasting-induced lipase *fil-1*. Conversely, the expression of the acyl-CoA dehydrogenases *acdh-1*, *acdh-2,* and *acdh-9*, the acyl-CoA oxidase *acox-3*, the long chain acyl-CoA synthetase *acs-3*, and the desaturases *fat-5* and *fat-7* were reduced to less than half. 

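The largest decrease among these 7 genes was that of the desaturase *fat-7* (WBGene00001399), on chromosome V from 7151353 to 7153146, from 58.8 ± 21.8 CPM (SD, n = 3) in control worms to 9.61 ± 1.74 CPM (SD, n = 3) in treated worms. Its log2 fold change was -2.61 (standard error 0.30, adjusted p = 7.26e-04, edgeR's quasi-likelihood test). The gene *acdh-1* (WBGene00016943), on chromosome I from 6497436 to 6499560, had a level of 18.2 ± 4.29 CPM (SD, n = 3) in treated worms and a log2 fold change of -1.72 (standard error 0.25, adjusted p = 0.00480). Both genes passed an adjusted p of 0.05 in each of the 6 fits that left out one library. The log2 fold change of *acs-3* was -1.60 (adjusted p = 0.0147) and that of *fat-5* was -1.08 (adjusted p = 0.0420). *acs-3* passed in 2 and *fat-5* in 1 of those 6 fits, and both lost their calls with the replicate number as a block (adjusted p = 0.0592 and 0.151) and with library sizes only (adjusted p = 0.0665 and 0.0529). The remaining 3 genes did not pass. Their log2 fold changes were -1.18 for *acdh-2* (adjusted p = 0.141), -1.13 for *acox-3* (adjusted p = 0.128) and -0.87 for *acdh-9* (adjusted p = 0.214). The gene that Supplementary Table S3b lists as *acox-3* is WBGene00008566, which the annotation used here names *acox-1.3*, and the value is for that identifier. The treated level was 0.547 of the control level for *acdh-9*, and between 0.164 and 0.473 of it for the other 6. *acdh-2* overlaps *ins-13* and *fat-5* overlaps *twk-42* in the annotation. In all 7 genes every treated library was below every control library. Adjusted over the list alone, 7 passed, on a list chosen from these samples. With DESeq2, 6 of the 7 passed.

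**Figure D1:**
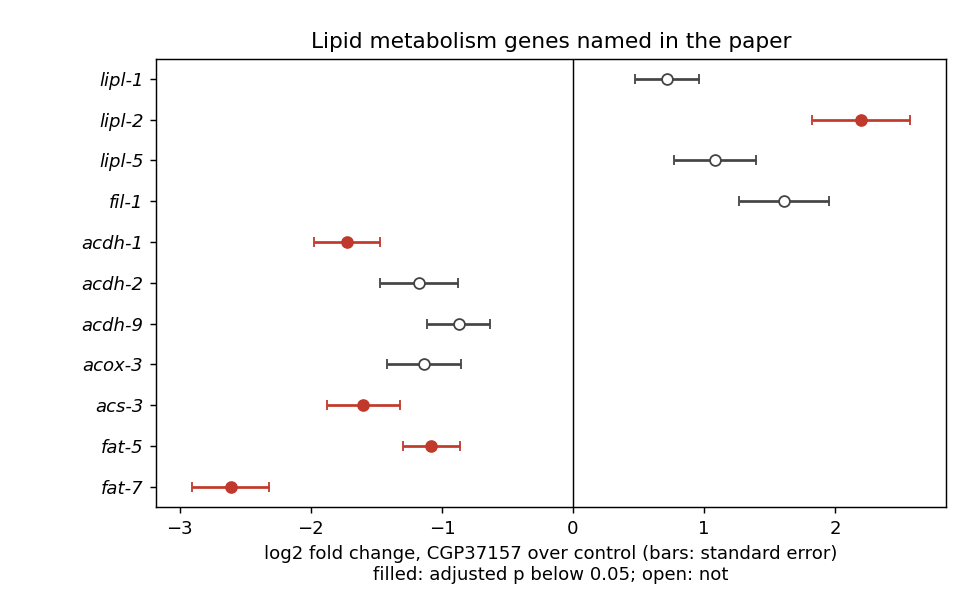
Log2 fold change in CGP37157-treated over control worms (horizontal axis) for the 11 lipid metabolism genes named in the text (vertical axis), from 3 libraries per group. Points are edgeR estimates, bars are standard errors, and filled points have an adjusted p under 0.05; *lipl-2*, *acdh-1*, *acs-3*, *fat-5* and *fat-7* are filled.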

There was also a global increase in the expression of ceramide metabolism enzymes, including glucosyl-ceramidases *gba-1*, *gba-2,* and *gba-4*, ceramide glucosyl-transferases *cgt-1,* and *cgt-2*, and the sphingomyelin phosphodiesterase *asm-3*.

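The glucosylceramidase gene *gba-2* (WBGene00016340) lies on chromosome II from 2182494 to 2186434 and rose from 3.48 ± 0.861 to 79.2 ± 23.7 CPM (SD, n = 3 each). Its log2 fold change was 4.51 (standard error 0.32, adjusted p = 2.11e-05, edgeR's quasi-likelihood test), and its adjusted p stayed under 0.05 in each of the 6 fits that left out one library. The adjacent gene *gba-1* (WBGene00016335), from 2176741 to 2182510 on the opposite strand, overlaps the end of *gba-2* by 17 bases. It had a log2 fold change of 1.47 (standard error 0.24, adjusted p = 0.00957), which lost its call without CGP37157 replicate 1 (adjusted p = 0.0589) and without CGP37157 replicate 3 (adjusted p = 0.0516), and with library sizes only (adjusted p = 0.0526). The other 4 genes rose without passing an adjusted p of 0.05 over all genes tested. Their log2 fold changes were 1.33 for *cgt-1* (adjusted p = 0.0689), 1.17 for *asm-3* (adjusted p = 0.214), 0.99 for *gba-4* (adjusted p = 0.803) and 0.97 for *cgt-2* (adjusted p = 0.0877). All 6 passed when adjusted over the list alone, a list the study chose on these samples, and 5 passed with DESeq2. A further 22 genes of ceramide and sphingolipid metabolism, not named in the text, were also examined. These genes were listed before the counts were seen, but after Supplementary Table S3 had been read. Their log2 fold changes lay between -0.40 and 0.83 with a median of 0.052, and 14 were above 0 and 8 below. None passed an adjusted p of 0.05, over all genes or adjusted over the list alone, and 1, *ttm-5*, had an unadjusted p under 0.05. The gene at the top of the range, *asah-1*, passed when control replicate 2 was left out, with a log2 fold change of 1.75 (adjusted p = 0.0124), and in none of the other 5 such fits. Both genes were singled out after their values were seen. As a set the 22 genes did not differ from the other tested genes (camera, preset correlation 0.01, p = 0.126). Neither did they under fry (p = 0.212) or with an estimated correlation (p = 0.247). The set leaves out the genes the paper picked as raised in these same libraries. Few changes in the rest are therefore not independent evidence against a wider increase. From the changes in lipid metabolism enzymes, the paper proposes that they could bear on the effect of the compound on lifespan.

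**Figure D2:**
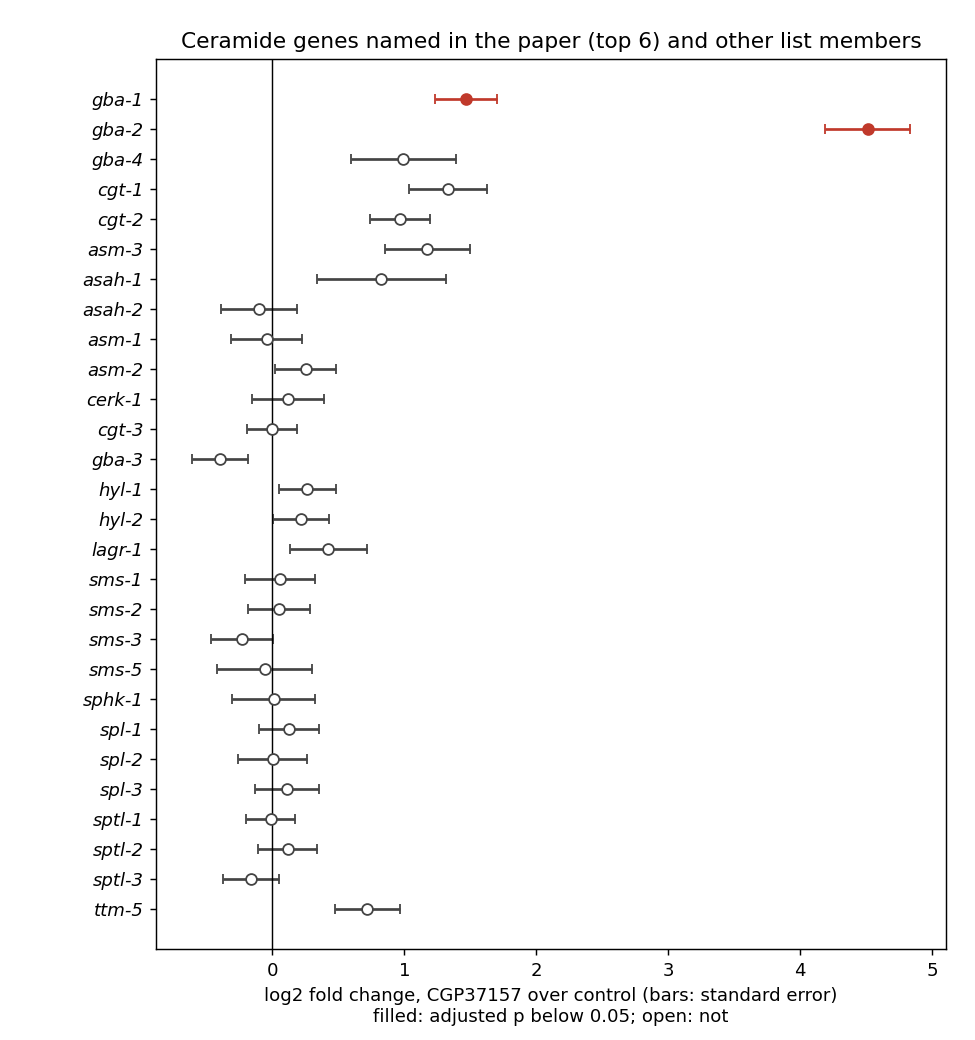
Log2 fold change in CGP37157-treated over control worms (horizontal axis) for the 6 ceramide metabolism genes named in the text, at the top, and 22 further genes of the pathway (vertical axis), from 3 libraries per group. Points are edgeR estimates, bars are standard errors, and filled points (*gba-1* and *gba-2*) have an adjusted p under 0.05.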

**FIGURE 8:**
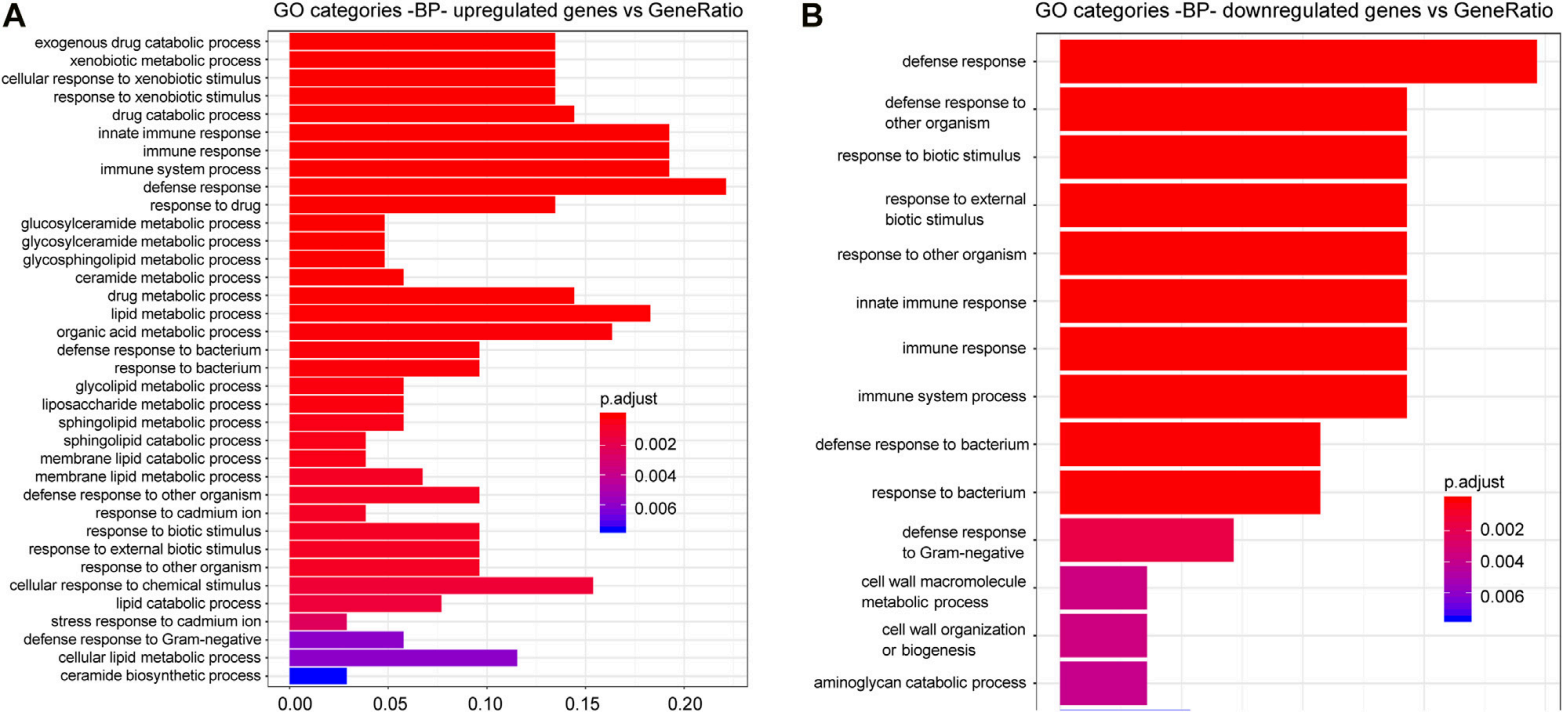
*C. elegans* gene up-regulation and down regulation in the presence of CGP37157. Gene Ontology (GO) Biological Processes (BP) vs. number of genes within each category appears represented in color bars, 1 bar per GO term. The length of the bars indicates the number of genes belonging to the different GO categories and the color indicates the statistical significance, from those with highly significant expression difference (red) to those with lower significance (blue). Gene expression data were normalized by a negative binomial distribution model by using DESeq2 and EdgeR implementations and compared in pairs to analyze the effect of CGP37157 treatment. Common up-regulated **(A)** and down-regulated **(B)** genes determined by both methodologies were used for annotation and GO analyses.

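In the authors' deposited tables, 267 genes had an adjusted p under 0.05 with DESeq2 and 260 with edgeR, and 245 were shared by both. In the re-analysis with edgeR's quasi-likelihood test, 173 genes passed, and all 173 were among those 245. With DESeq2 run on the same counts, 202 genes were higher and 64 lower, and all 173 were among them. The genes passing the quasi-likelihood test had log2 fold changes of at least 0.97 in size. The 5 lower genes with the smallest p were *fat-7* (log2 fold change -2.61), *oac-20* (-2.20, adjusted p = 0.000897), *lys-6* (-3.50, adjusted p = 0.000943), *clec-43* (-3.27, adjusted p = 0.00163) and *C17H12.8* (-2.30, adjusted p = 0.00202), and each passed in all 6 fits that left out one library.

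**Figure D3:**
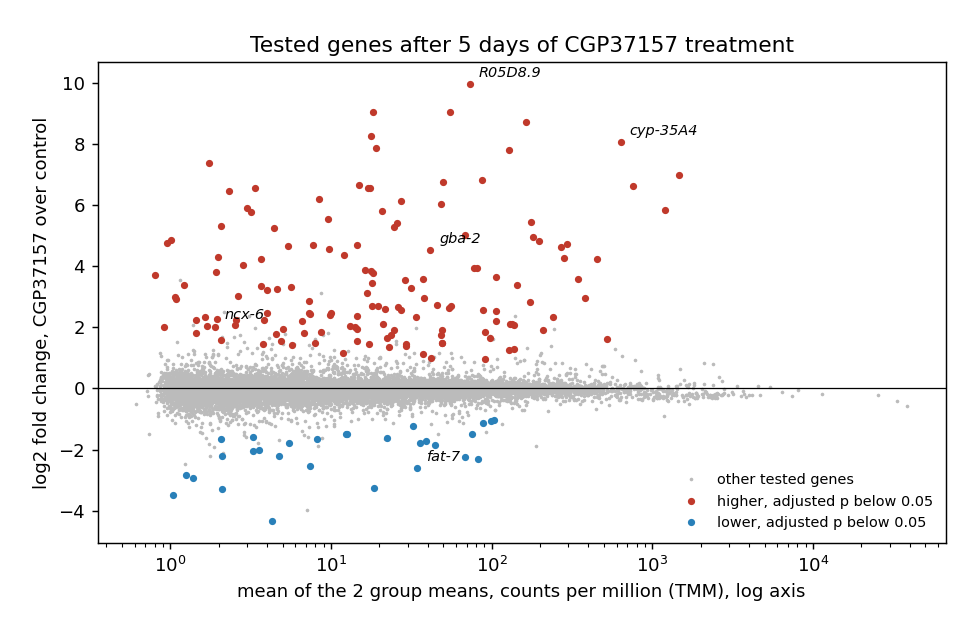
Log2 fold change in CGP37157-treated over control worms (vertical axis) against mean expression in CPM (horizontal log axis) for the 12385 tested genes. Red points are the 144 higher and blue points the 29 lower genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test.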

In addition, looking carefully at the list of genes showing significant changes in the presence of this compound, we could detect *ncx-6*, one of the mitochondrial Na^+^/Ca^2+^ exchanger genes, which increased expression 4-fold with very high significance. 

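The gene *ncx-6* (WBGene00003571) lies on chromosome III from 9710240 to 9713949, on the minus strand, and overlaps *tlk-1* on the other strand. It was weakly expressed. The raw counts were 15, 14 and 18 in control replicates 1, 2 and 3 and 73, 92 and 61 in CGP37157 replicates 1, 2 and 3. After TMM normalization the level was 0.754 ± 0.110 CPM in control worms and 3.06 ± 0.399 CPM in treated worms (SD, n = 3 each). The log2 fold change was 2.02 (standard error 0.32), a 4.06-fold increase, with an adjusted p of 0.00743 in edgeR's quasi-likelihood test. Every treated library was above every control library. With each library left out in turn the log2 fold change stayed between 1.90 and 2.14. The adjusted p in those fits was between 0.0119 and 0.0508, the highest value without CGP37157 replicate 2. With all libraries it was 5.25e-05 with DESeq2, 2.48e-06 with the likelihood ratio test and 5.65e-04 with no low-count filter. In the quasi-likelihood test it was 0.0201 with library sizes only and 0.0432 with the replicate number as a block.

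**Figure D4:**
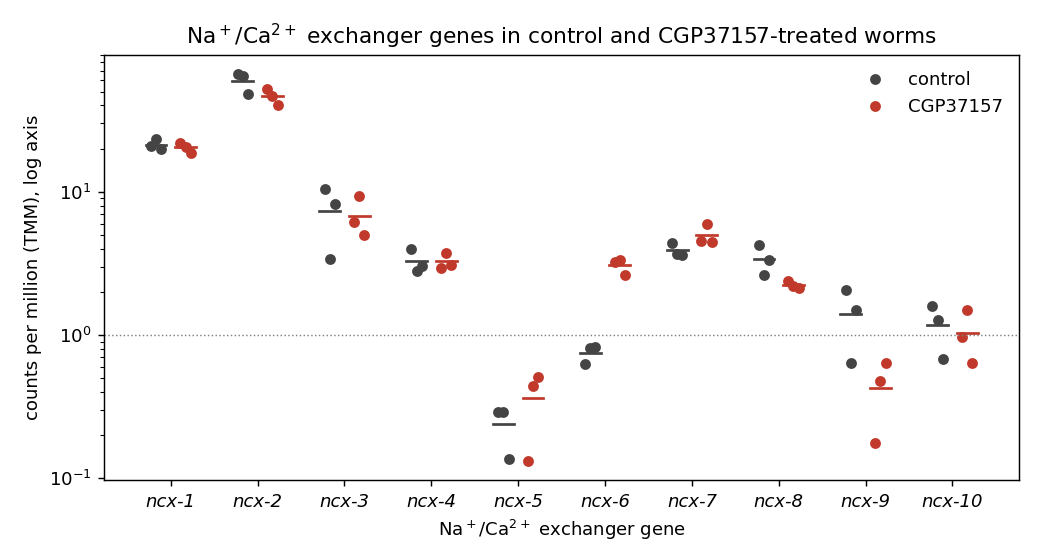
Expression of the 10 Na+/Ca2+ exchanger genes (horizontal axis) in CPM after TMM normalization (vertical log axis). Each point is one library, grey for control and red for CGP37157, and short lines are group means; the dotted line marks 1 CPM. The *ncx-6* treated libraries lie above the control libraries.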

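Among the other 9 exchanger genes, 7 were tested and none passed an adjusted p of 0.05 or an unadjusted p of 0.05. Their log2 fold changes lay between -0.60 for *ncx-8* and 0.35 for *ncx-7*. The genes *ncx-5* and *ncx-9* did not reach 1 CPM in 3 libraries, so edgeR did not test them here. For *ncx-9* (WBGene00003574), on chromosome V from 4991342 to 4995255, the raw counts were 49, 11 and 33 in control replicates 1, 2 and 3 and 4, 13 and 15 in CGP37157 replicates 1, 2 and 3, and only 2 libraries reached 1 CPM. Mean levels were 1.40 ± 0.711 CPM in control worms and 0.431 ± 0.236 CPM in treated worms (SD, n = 3 each), a log2 ratio of -1.70. With DESeq2 on the same counts the log2 fold change was -1.68 (adjusted p = 0.220), and the unadjusted p was 0.00496. The authors' deposited DESeq2 table gives an adjusted p of 0.220 for this gene, and their edgeR table gives no p. Without the low-count filter edgeR's quasi-likelihood test gave a log2 fold change of -1.67 (adjusted p = 0.0968).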

Of the rest of Na^+^/Ca^2+^ exchanger genes, only *ncx-9* showed a significant change, but with smaller significance and only when analyzed using DESeq2 algorithm, not with EdgeR algorithm. 

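A list of genes of Ca2+ handling was written before the counts were seen, but after Supplementary Table S3 had been read. An absence of changed genes in the list is therefore not independent evidence. The list leaves out *ncx-6* and *ncx-9*, the genes the paper reports as changed, and holds the other 8 exchanger genes. Of its 33 genes 32 were matched to the counts and 31 were tested. None had an adjusted p under 0.05, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Their log2 fold changes lay between -0.60 and 0.35 with a median of -0.065, and 23 were below 0. With a library left out, values in the list ranged from -0.76 to 0.70. In the authors' deposited tables 0 of these genes had an unadjusted p under 0.05 with DESeq2 and 0 with edgeR. A gene outside the list, *apy-1*, was noticed after its values were seen because Supplementary Table S3b gives it the term calcium ion binding. It had a log2 fold change of 1.65 (standard error 0.23, adjusted p = 0.00311 in edgeR's quasi-likelihood test). The same term is given there to *nex-3*, *mua-3* and *unc-52*, which were lower, with log2 fold changes of -0.99, -0.73 and -0.52 and an unadjusted but not an adjusted p under 0.05.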

No other gene related to calcium homeostasis showed significant differences.

## Discussion

In this work, we have further explored the mechanism of the increased lifespan induced by compound CGP37157 in *C. elegans* worms. First, we have studied the effect of this compound in several mutants of pathways related to longevity. Together with studies performed in other mutants reported previously (García-Casas et al., 2019), our results provide a good picture of the pathways involved in the effect. The increase in lifespan induced by CGP37157 in the following mutants: *eat-2(ad1113), daf-16(mu86), sir-2.1(ok434), aak-2(ok524), aak-1(tm 1944);aak-2(ok524),* and *rsks-1(ok1255)* remained similar to that obtained in N2 wild-type controls. Instead, CGP37157 was ineffective in *daf-2(e1370), nuo-6(qm200),* and *daf-15(m81)/unc-24(e138)* mutants. In the first case, when the effect remains unchanged, this means that the pathways inactivated in these mutants are not relevant for the effect of the compound. On the contrary, when the lifespan increase disappears, this is evidence that those pathways are required for the effect.

The *eat-2* mutant has increased longevity due to caloric restriction, and thus the effect of CGP37157 is not mediated by caloric restriction. *daf-16* is a transcription factor that activates several genes that promote longevity, and *daf-2* is the insulin/IGF-1 receptor, whose activation leads to inactivation of *daf-16* by cytoplasmic sequestration. Our results suggest that CGP37157 may activate directly some longevity mechanism downstream of *daf-16*. In that case, it could be activated in *daf-16* mutants (in the absence of DAF-16), but it would disappear in *daf-2* mutants because *daf-16* is maximally activated in those mutants. One of the downstream targets of *daf-16* is the TORC1 coactivator *daf-15/Raptor*, and DAF-16/FOXO inhibits the expression of *daf-15/Raptor* (Sun et al., 2017). Given that CGP37157 was also ineffective in *daf-15/raptor* mutants, the DAF-16-sensitive TORC1 pathway could be essential for the effect of CGP37157. Instead, sirtuins and AMP-activated kinase are not involved. Also, the TORC1 substrate S6 kinase is not required, as CGP37157 is still effective in *rsks-1* mutants. Finally, the presence of a functional mitochondrial respiratory chain is necessary, because the compound was ineffective in the respiratory chain complex I mutant *nuo-6*. In summary, the increase in lifespan induced by CGP37157 is probably mediated by TORC1 inhibition and requires functional mitochondrial respiration to develop.

We have then monitored cytosolic and mitochondrial [Ca^2+^] oscillations in the worm pharynx both in the presence and in the absence of CGP37157. Although oscillatory activity was similar, there were small but significant changes in the shape and frequency of the [Ca^2+^] peaks. Treatment with CGP37157 reduced both the width and the height of the cytosolic [Ca^2+^] peaks. Instead, it reduced the width but increased the height of the mitochondrial [Ca^2+^] peaks (Figure 2). The electropharyngeogram showed a decrease in pump duration that was consistent with the changes in [Ca^2+^], although it was not statistically significant, probably because of the large variability of the pump electrical recordings. The decrease in the width and height of the cytosolic [Ca^2+^] peaks may be explained by inhibition of Ca^2+^ entry through either a voltage-dependent Ca^2+^ channel (such as EGL-19) or the CLHM-1 channel. CGP37157 has been shown to inhibit the mammalian homologues of these channels (Baron and Thayer, 1997; Moreno-Ortega et al., 2015). In the case of mitochondrial [Ca^2+^], the increase in the height of the peaks may be a direct consequence of the inhibition of the mitochondrial Na^+^/Ca^2+^ exchanger (the main mitochondrial Ca^2+^-exit pathway) by CGP37157, which would explain the differential behavior of Ca^2+^ dynamics in both compartments. However, inhibition of mitochondrial Ca^2+^ exit should have increased also the width of the mitochondrial [Ca^2+^] peaks. A possible explanation may rely in the small magnitude of the cytosolic and mitochondrial [Ca^2+^] peaks in the pharynx. We have recently calculated that the pharynx spontaneous cytosolic [Ca^2+^] peaks are no higher than 200 nM (García-Casas et al., 2021) and ratio changes suggest that mitochondrial [Ca^2+^] peaks should be no higher than that. Given that the mNCX has low Ca^2+^ affinity (Paucek and Jabůrek, 2004), other CGP37157-insensitive Ca^2+^ extrusion mechanisms may be responsible for the return to resting levels of the spontaneous oscillations we measure in the pharynx. Instead, in the case of vulva muscle, the spontaneous [Ca^2+^] peaks are much larger and we can see an increase in the width of the cytosolic [Ca^2+^] peak in the presence of CGP37157. This effect can be attributed to the inhibition of mNCX, which would increase the width of the mitochondrial [Ca^2+^] peak and the slow Ca^2+^ release from mitochondria would then increase also the width of the cytosolic [Ca^2+^] peak. In summary, CGP37157 may be acting via two mechanisms: inhibition of the mNCX to reduce mitochondrial Ca^2+^ release, whenever the [Ca^2+^] peak is large enough to activate mNCX, and inhibition of a plasma membrane Ca^2+^ channel to reduce Ca^2+^ entry. The effects on longevity must come from a combination of both effects on the different cell types.

We have also investigated the effects of CGP37157 on several functional parameters representative of good health. This is an important aspect, because not all the increases in lifespan correlate with an improvement in healthspan. In this sense, several possible biomarkers of aging have been proposed in *C. elegans* including physiological markers such as locomotion (Huang et al., 2004; Hsu et al., 2009; Pincus et al., 2011; Hahm et al., 2015), pharyngeal pumping rate (Huang et al., 2004), progeny number (Pickett et al., 2013), cellular markers such as muscle sarcomeric structure (Herndon et al., 2002; Tiku et al., 2016) or mitochondrial structure (Gaffney et al., 2018), and molecular markers like stress proteins, for example, expression of *hsp-16.2* (Rea et al., 2005). In this work, several of these biomarkers of aging have been studied in *C. elegans*, and all of them indicate that worms treated with CGP37157 are in better health conditions than the untreated ones.

One of the physiological biomarkers studied in this work was locomotion. It has been widely described that an improvement in locomotion, either in worms that display fast locomotion during early adulthood (Huang et al., 2004; Pincus et al., 2011; Hahm et al., 2015), or in worms that maintain their youth speed during middle age (Hsu et al., 2009), correlate positively with lifespan. When the effects of CGP37157 on *C. elegans* locomotion were studied, both their average speed (mm/s) and their maximum speed (mm/s) were increased in middle age worms, demonstrating that CGP37157 does not only extends *C. elegans* lifespan, but it also improves their locomotion capacity, and therefore their muscular function.

Among the molecular markers that have been described, the expression of *hsp-16.2* has been evaluated after the treatment with CGP37157. This chaperone is a marker of cytosolic stress and it has been proven to correlate in a positive manner with aging (Rea et al., 2005). To assess the possible changes in *hsp-16.2* expression with the treatment, the strain TJ375 was used, as GFP expression in this strain is driven by the *hsp-16.2* promoter. The results show that the treatment with CGP37157, at day 3 of adulthood, did not produce changes in GFP expression in this worms, thus no cytosolic stress was induced by the treatment.

We have also investigated the effects of CGP37157 on the development of sarcopenia in body wall muscle. Sarcopenia is defined as a progressive loss of muscle mass with advancing age characterized by a decline in muscle quantity and quality (Evans, 1995; Roubenoff and Hughes, 2000). The molecular mechanisms behind the development of sarcopenia remain poorly defined. However, gene expression studies investigating human muscle with age have suggested that alterations in various metabolic pathways including the electron transport chain, the insulin signaling pathway and the mTOR pathway take part in the development of this process (Zahn et al., 2006; Phillips et al., 2013; Tang et al., 2019). Specifically, the inhibition of mTORC1 in aging mouse induces gene expression changes that reduce oxidative stress and muscle fiber damage and loss (Tang et al., 2019). Moreover, it has been recently postulated that mitochondrial deterioration in muscle and motor neurons is the primary initiator of sarcopenia and that interventions aimed at improving mitochondrial function and proteostatic maintenance could mitigate or treat this process of muscle loss (Alway et al., 2017; Coen et al., 2019).

The sarcopenia process has been demonstrated to be conserved in *C. elegans*, and recently a greater loss of mitochondrial function with aging has been associated with an earlier onset of sarcopenia in *C. elegans* (Gaffney et al., 2018). Also, the insulin signaling pathway appears to be involved in this phenomenon, because *daf-2* mutants are resistant to the development of sarcopenia and associated declines in motility during aging (Duhon and Johnson, 1995; Herndon et al., 2002; Glenn et al., 2004). Due to the lack of effect of CGP37157 treatment in *daf-2* and *daf-15* mutants, and the improved locomotion of the treated worms, we decided to investigate the possible effects of CGP37157 in sarcopenia and mitochondrial organization in *C. elegans* body wall muscle cells.

Our results show that treatment with CGP37157 is able to delay the sarcopenia process in *C. elegans* worms, maintaining the parallel sarcomeric structure of body wall muscle cells of treated worms when compared to the control group. Moreover, mitochondrial distribution and morphology was also improved in the worms under the CGP37157 treatment. Since loss-of-function mutations in *daf-2* and *daf-15* blocked the effect of CGP37157, these beneficial effects in muscle integrity and maintenance may be due to the negative modulation by CGP37157 of both the insulin and mTOR pathways. Interestingly, in spite of the progressive decline in muscle structure and function with age, we found little changes in [Ca^2+^] dynamics in vulva muscle at day 2 and day 12. We have reported before a similar effect when studying [Ca^2+^] dynamics in the pharynx during aging. While pharynx pumping is drastically reduced with age, [Ca^2+^] dynamics was much better preserved (Alvarez-Illera et al., 2016)**.**

Finally, the transcriptomic study detected that CGP37157 induced significant changes in a series of genes related to the cellular response to exogenous drugs, immune and defense response and lipid metabolic processes. While changes in the expression of genes related to response to xenobiotics were expected, the changes observed in lipid metabolism enzymes may perhaps be more relevant for its effect in lifespan. Many changes in *C. elegans* lipid metabolism have been previously associated to longevity (O’Rourke and Ruvkun, 2013; Kim et al., 2016; Lemieux and Ashrafi, 2016; Imanikia et al., 2019; Johnson and Stolzing, 2019). This includes changes in the levels of specific lipases (Buis et al., 2019; Murphy et al., 2019), desaturases (Maulik et al., 2019), the acyl-CoA synthetase *acs-3* (Ward et al., 2014) and ceramide metabolism (Kim et al., 2016; Cui et al., 2017; Johnson and Stolzing, 2019), but a full pattern of survival-promoting changes in lipid metabolism has not yet been defined. Some of the changes we observed are consistent with those previously described to promote survival, but it is difficult to know whether they are actually related or not to the increase in longevity induced by CGP37157.

In addition, we found in the transcriptomic study one gene involved in Ca^2+^ homeostasis that underwent a highly significant change. That was *ncx-6*, one of the 10 genes corresponding to Na^+^/Ca^2+^ exchangers present in the *C. elegans* genome, whose expression increased 4-fold in the presence of CGP37157. *ncx-6* belongs to the NCLX family, which in humans has only one representative and in *C. elegans* includes *ncx-6, ncx-7, ncx-8, ncx-9* and *ncx-10* (Sharma et al., 2013; He and O’Halloran, 2014; Sharma and O’Halloran, 2014)*.* Human NCLX is a Na^+^/Ca^2+^ exchanger located in the inner mitochondrial membrane, and it is the main target of CGP37157. We would therefore expect that the NCLX representatives in *C. elegans* would also catalyze CGP37157-sensitive Na^+^/Ca^2+^ exchange in the inner mitochondrial membrane. In fact, that has already been shown for *ncx-9* (Sharma et al., 2017), but not yet for *ncx-6*. On the other hand, it has been reported that *ncx-6* is the only DAF-16 target gene within the *ncx* family, and it is downregulated by DAF-16 (Tepper et al., 2013). This is consistent with our data because both DAF-16 activation and CGP37157 increase lifespan and reduce NCX-6 activity, by downregulation or by inhibition, respectively. The role of NCX-6 in this phenomenon requires further study. Finally, the increase in expression of *ncx-6* induced by CGP37157 treatment could be explained as a compensatory response to the inhibition by CGP37157, but further work should be necessary to prove that. In any case, we must keep in mind that the mitochondrial localization of *ncx-6* has not yet been demonstrated, and that the only *C. elegans* Na^+^/Ca^2+^ exchanger with CGP37157-sensitive mitochondrial transport activity known to date is *ncx-9*. Figure 9 shows a cartoon explaining the main pathways that could be involved in the mechanism of action of CGP37157.

**FIGURE 9:**
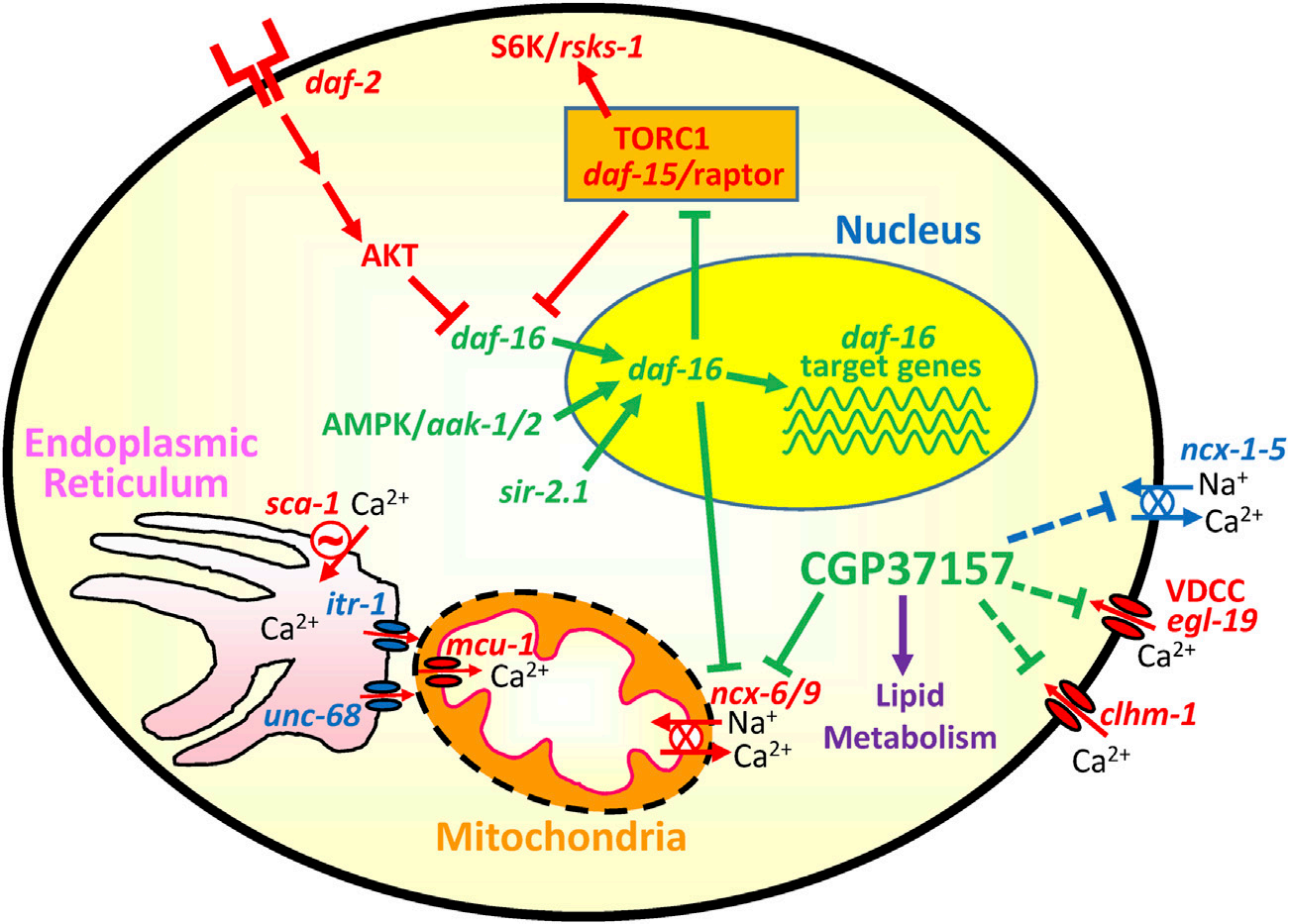
Cartoon showing the main pathways involved in the effect of CGP37157. Activation of the *daf-2* receptor leads to inactivation of *daf-16* by cytoplasmic sequestration. When this pathway is downregulated, daf-16 enters the nucleus and regulates a series of target genes that increase longevity. AMP-activated kinase and SIR-2.1 promote *daf-16* activation, while the TORC1 complex inhibits it. Among the downstream targets of *daf-16* we have the TORC1 coactivator *daf-15*/Raptor and also the mitochondrial Na^+^/Ca^2+^ exchanger *ncx-6.* Both are downregulated by *daf-16*. CGP37157 also inhibits *ncx-6/ncx-9*, and it may also inhibit several Ca^2+^ channels and transporters in the plasma membrane. The cartoon also includes the Ca^2+^ connection between endoplasmic reticulum and mitochondria, composed of the Ca^2+^ channels *itr-1* (IP_3_ receptor) and *unc-68* (ryanodine receptor), the ER Ca^2+^ pump (*sca-1*) and the mitochondrial Ca^2+^ uniporter (*mcu-1*). In green, pathways pro-survival. In red, pathways pro-aging.

Our results indicate that CGP37157 modulates Ca^2+^ homeostasis by acting on mitochondrial Na^+^/Ca^2+^ exchangers (with the NCX-6 isoform playing an important role) and plasma membrane Ca^2+^ channels, and it is able to increase longevity by a mechanism involving mitochondria and mTOR. This results add on our previous reports of the increase in lifespan induced by the inhibition of the Sarco Endoplasmic Reticulum Ca^2+^ Pump (García-Casas et al., 2018; García-Cases et al., 2021). Both Ca^2+^ pathways are amenable to pharmacological intervention and perhaps other Ca^2+^ transport systems in *C. elegans*, e.g., the L-type voltage-dependent Ca^2+^ channel *egl-19* (Kwok et al., 2006), may also be interesting targets to act on them pharmacologically to increase longevity. Thus, Ca^2+^ signaling pathways may offer new targets for acting on aging.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: www.ncbi.nlm.nih.gov/geo/, GSE173646

# Supplementary material for: The Mitochondrial Na+/Ca2+ Exchanger Inhibitor CGP37157 Preserves Muscle Structure and Function to Increase Lifespan and Healthspan in Caenorhabditis elegans
**Source:** Front Pharmacol. 2021 Jun 15;12:695687. doi: 10.3389/fphar.2021.695687
**Supplement:** Supplementary file 3

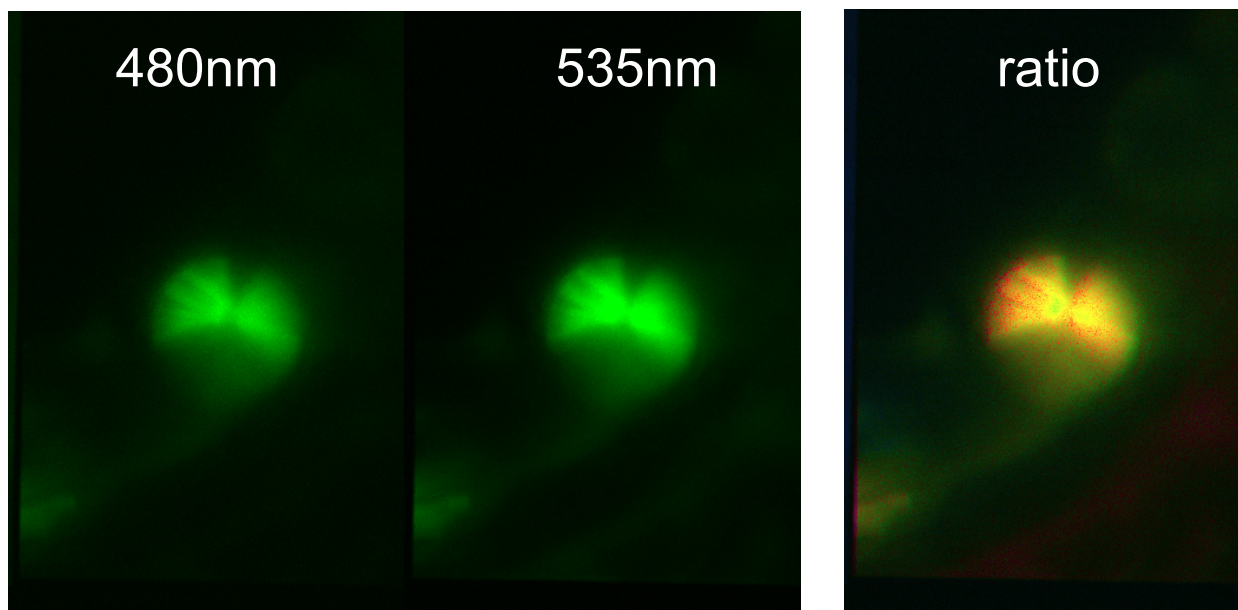

**Fig. S1.** Fluorescence images of *C. elegans* pharynx obtained simultaneously at both emission wavelengths, and ratio image F535/F480. Other details as indicated in Methods.

## Electropharyngeogram

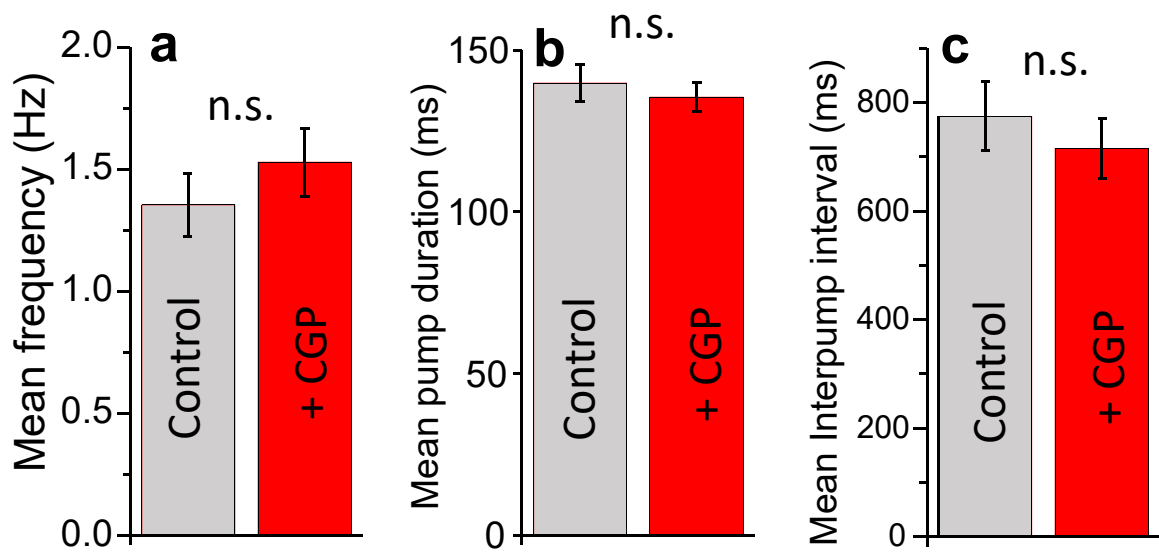

**Fig. S2.** Effect of CGP37157 on the electropharyngeogram. Panels a, b and c show the effect of 50  $\mu$ M CGP37157 on several parameters of the electropharyngeogram: mean frequency, mean pump duration and mean interpump interval, obtained from the analysis of data from 67 worms of each kind. There were no significant differences, ANOVA test. Other details as indicated in Methods.

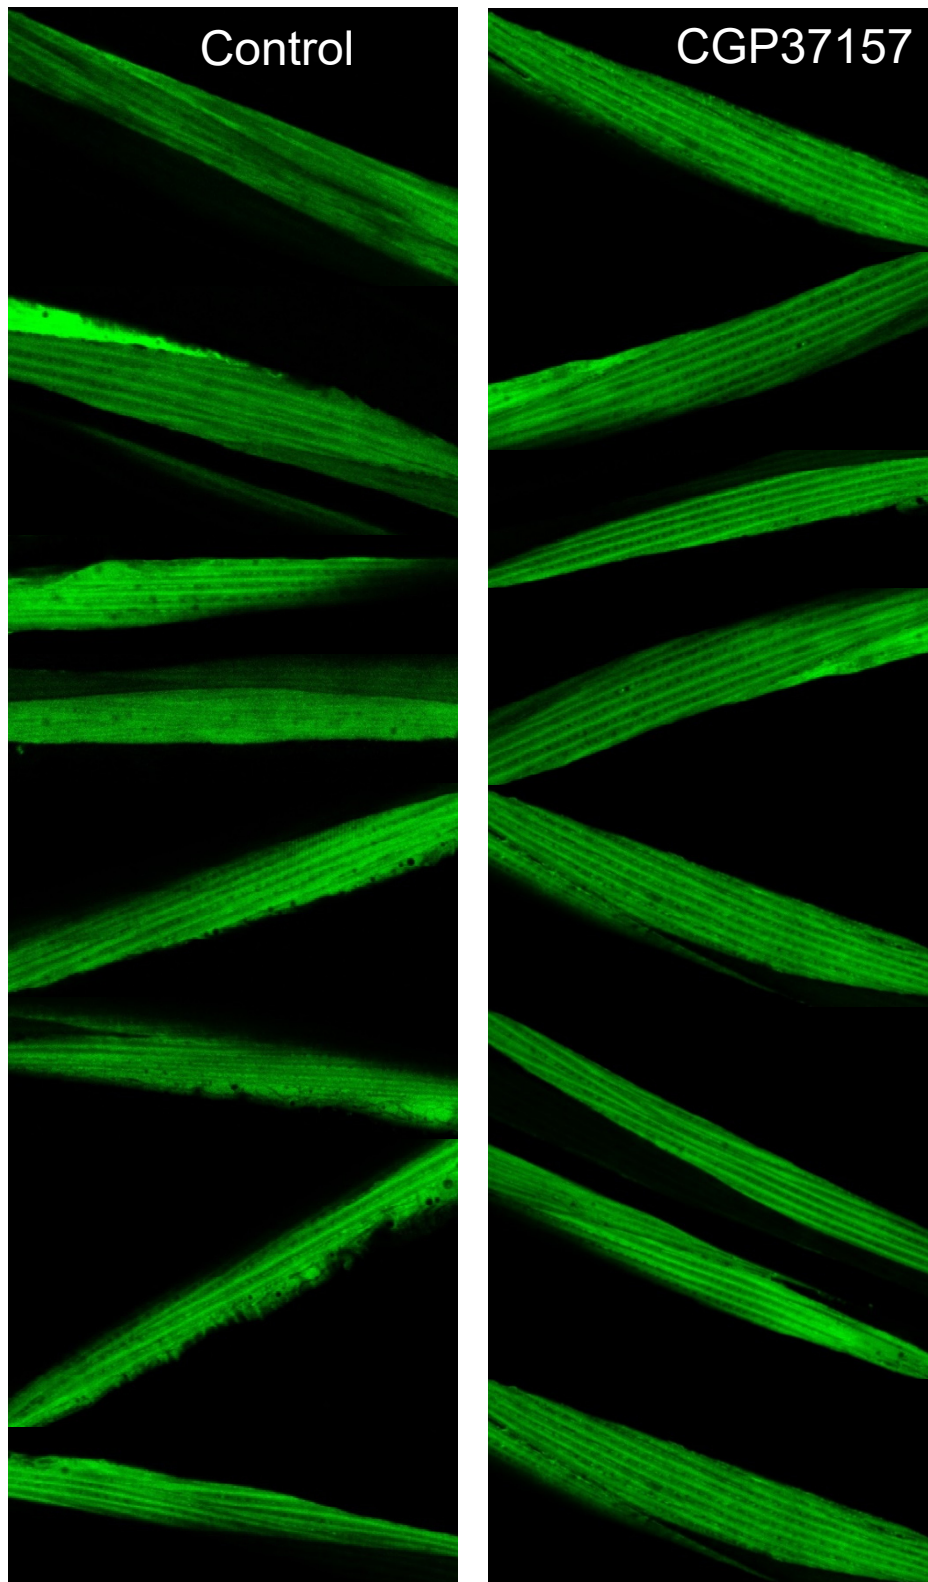

**Fig. S3.** Effect of CGP37157 on the sarcomeric structure in *C. elegans* body wall muscle at day 8 of adult life. The figure shows a series of typical images similar to those shown in Fig. 5 to show the sarcomeric structure at day 8 of adult life, both in control AQ2121 worms (expressing the YC2.1 fluorescent sensor in body-wall muscle cytosol) and in AQ2121 worms treated with CGP37157 50  $\mu$ M since day 1.

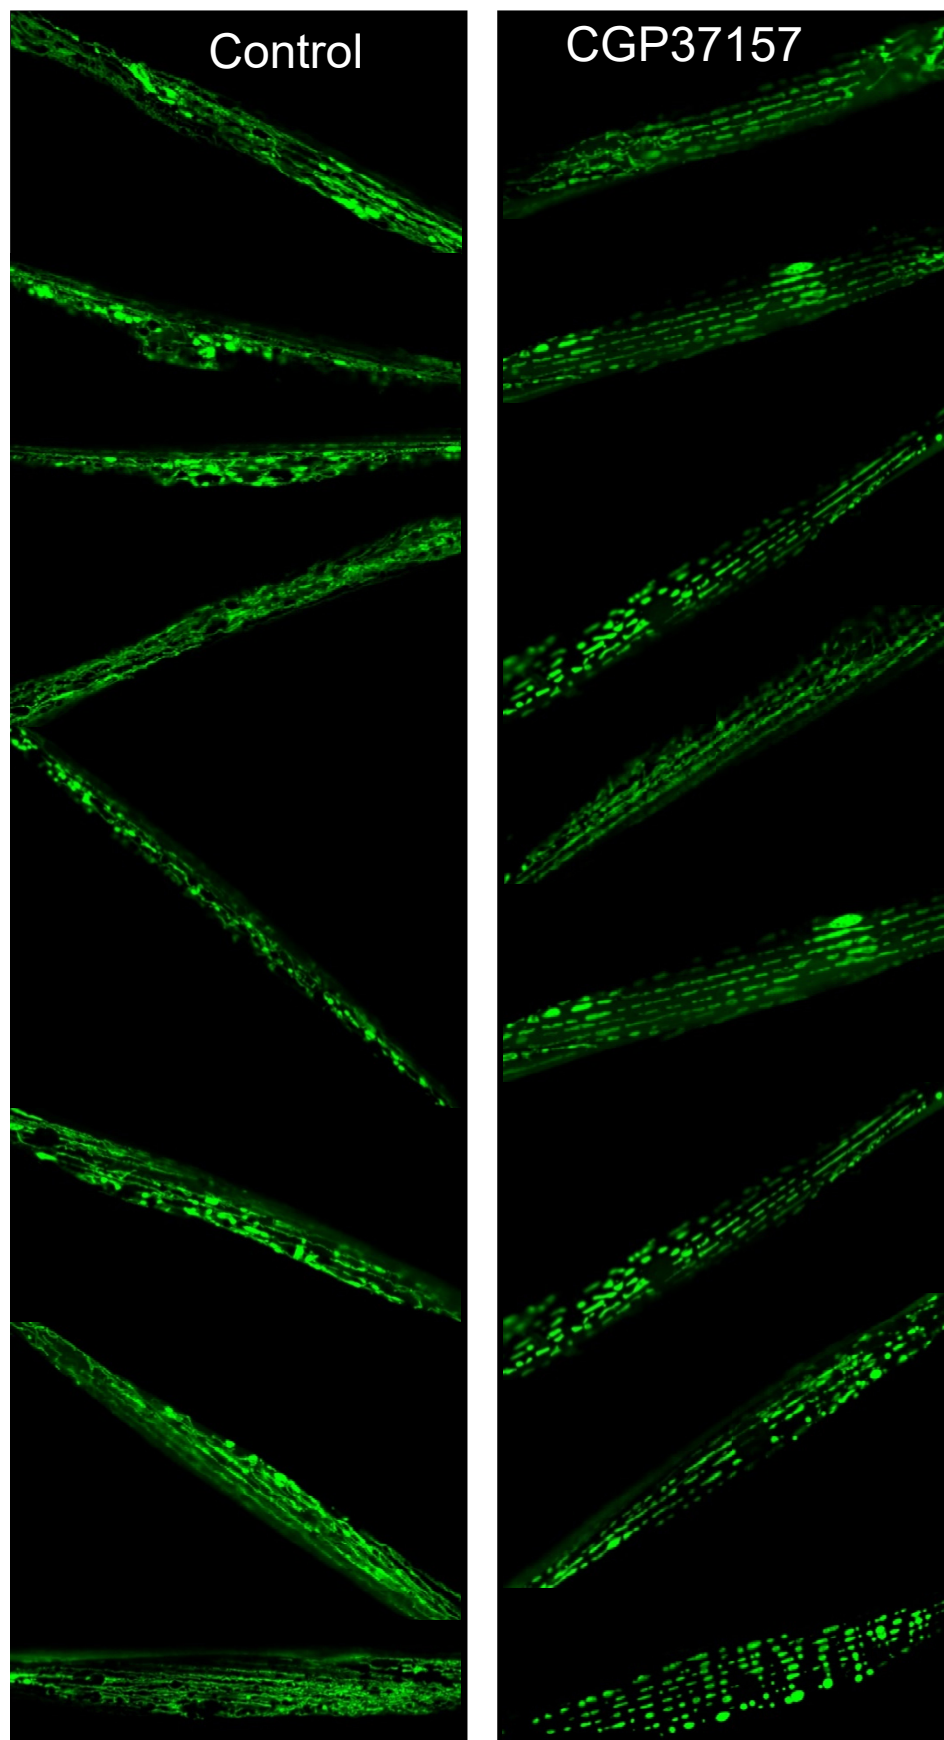

**Fig. S4.** Effect of CGP37157 on the mitochondrial structure in *C. elegans* body wall muscle at day 8 of adult life. The figure shows a series of typical images similar to those shown in Fig. 5 to show the sarcomeric structure at day 8 of adult life, both in control SJ4103 worms (expressing mitochondrial GFP in body-wall muscle cells) and in SJ4103 worms treated with CGP37157 50  $\mu$ M since day 1.

# Supplementary material for: The Mitochondrial Na+/Ca2+ Exchanger Inhibitor CGP37157 Preserves Muscle Structure and Function to Increase Lifespan and Healthspan in Caenorhabditis elegans
**Source:** Front Pharmacol. 2021 Jun 15;12:695687. doi: 10.3389/fphar.2021.695687
**Supplement:** Supplementary file 4

Supplementary Material

# Supplementary Tables

| **Table S1a. Treatment of *aak-2* mutant worms with CGP37157** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Lifespan Drug (days) | N Drug | Lifespan Control (days) | N Control | % Lifespan increase | P value Drug vs Control | **Mean % lifespan increase** |
| 17.7 | 73/90 | 15.4 | 64/101 | 14.6 | <0,001 | **16.6±1.0** |
| 15.0 | 80/105 | 12.9 | 47/61 | 15.6 | <0.001 |  |
| 16.7 | 99/111 | 14.0 | 85/95 | 19.0 | <0.001 |  |
| **17.8** | **107/116** | **15.2** | **92/107** | **17.2** | **<0.001** |  |

| **Table S1b. Treatment of aak-1:*aak-2* mutant worms with CGP37157** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Lifespan Drug (days) | N Drug | Lifespan Control (days) | N Control | % Lifespan increase | P value Drug vs Control | **Mean % lifespan increase** |
| **17.4** | **119/156** | **15.6** | **93/156** | **11.6** | **<0.001** | **9.6±1.3** |
| 16.1 | 104/125 | 14.4 | 101/112 | 11.4 | <0.001 |  |
| 15.9 | 109/121 | 15.0 | 102/121 | 6.13 | <0.001 |  |
| 14.8 | 108/119 | 13.6 | 86/109 | 9.2 | <0.001 |  |

| **Table S1c. Treatment of *rsks-1* mutant worms with CGP37157** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Lifespan Drug (days) | N Drug | Lifespan Control (days) | N Control | % Lifespan increase | P value Drug vs Control | **Mean % lifespan increase** |
| 20.7 | 144/151 | 19.9 | 135/146 | 4.1 | 0.4 | **10.8±3.4** |
| 25.9 | 155/163 | 24.2 | 116/146 | 7.1 | <0.05 |  |
| 25.5 | 160/165 | 22.2 | 116/143 | 19.7 | <0.001 |  |
| **25.0** | **153/153** | **22.3** | **146/155** | **12.4** | **<0.001** |  |

**Table S1. Effect of CGP37157 on the lifespan of several *C. elegans* mutant worms.** The table shows the half-life of the worms incubated with the drug (Lifespan Drug) obtained from the Kaplan-Meier analysis, the number of worms in the drug-containing assay (N Drug, final/total), the half-life of the control worms (Lifespan Control), the number of worms in the control assay (N Control, final/total), the % increase in the half-life, the statistical significance of the difference between control and treated worms, obtained from the log-rank test, and the mean±s.e. increase in half-life for each mutant. In bold, series shown in the survival plots of Fig. 1.

| **Table S2a. Treatment of *sir-2.1* mutant worms with CGP37157** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Lifespan Drug (days) | N Drug | Lifespan Control (days) | N Control | % Lifespan increase | P value Drug vs Control | **Mean % lifespan increase** |
| 24.4 | 96/109 | 17.9 | 88/101 | 36.0 | <0.001 | **39.3±2.4** |
| **30.0** | **91/107** | **21.7** | **81/90** | **37.8** | **<0.001** |  |
| 23.1 | 105/115 | 16.0 | 83/86 | 44.0 | <0.001 |  |

| **Table S2b. Treatment of *daf-16* mutant worms with CGP37157** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Lifespan Drug (days) | N Drug | Lifespan Control (days) | N Control | % Lifespan increase | P value Drug vs Control | **Mean % lifespan increase** |
| 14.4 | 87/100 | 12.2 | 81/101 | 18.1 | <0.001 | **15.7±2.1** |
| **15.2** | **93/111** | **12.9** | **90/103** | **17.7** | **<0.001** |  |
| 16.7 | 82/98 | 15.0 | 82/92 | 11.5 | <0.001 |  |

**Table S2. Effect of CGP37157 on the lifespan of several *C. elegans* mutant worms.** In bold, series shown in the survival plots of Fig. 1. Other details as in Table S1.

**Table S3a. Effect of CGP37157 on mRNA expression.** Differential transcriptomic analysis made with the DESeq2 algorithm using the SARTools software. Only genes having a differential expression with p<0.05 have been included.

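The p that selects the genes in this table is the unadjusted one. The table holds 697 genes, and in the authors' deposited DESeq2 table 697 genes have an unadjusted p under 0.05. Of these, 267 also have an adjusted p under 0.05, 203 higher and 64 lower in treated worms, and 430 do not. DESeq2 on the deposited counts gave 697 genes with an unadjusted p under 0.05 here, and 266 with an adjusted p under 0.05.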

**Table S3b. Effect of CGP37157 on mRNA expression.** Differential transcriptomic analysis made with the EdgeR algorithm using the SARTools software. Only genes having a differential expression with p<0.05 have been included.

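For edgeR the table holds 599 genes, selected by the unadjusted p. In the authors' deposited edgeR table 260 of them have an adjusted p under 0.05, 196 higher and 64 lower in treated worms, and 339 do not. Here edgeR's likelihood ratio test gave 610 genes with an unadjusted p under 0.05, and 192 higher and 66 lower genes with an adjusted p under 0.05.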

How the deposited data were processed for this re-analysis (not part of the article)

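Gene expression was measured by RNA sequencing in 6 libraries of N2 worms, 3 control and 3 treated with 50 µM CGP37157, at day 5 of treatment. Group and replicate were taken from the sample labels and the dose and day from the paper's methods. The labels and the paper give no other samples of this experiment.

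The authors deposited raw counts of reads per gene, as whole numbers without normalization. Their tables also hold score values, which the authors made before deposition by dividing the raw counts by a scaling factor for each library, rounding them and averaging them by group, according to the file headers. Fold changes as a ratio, log2 fold changes and p-values came from the authors' DESeq2 and edgeR comparisons through SARTools. The authors' scaled counts, ratio values and group means were not used here. The authors' log2 fold changes and p-values were used only where a sentence names the deposited table. The counts in both tables were identical. The labels describe strand-specific mRNA libraries and paired-end reads, and the paper's text names no aligner, counting program or genome build. Of 46904 gene identifiers, 44017 were paired with a symbol, 21932 had at least 1 count, and 46817 were located in the Ensembl annotation of WBcel235, release 115. Of the 599 genes of Supplementary Table S3b, 595 overlapped the same gene in that annotation. Genes the paper names were matched through Supplementary Table S3. No per-sample column was left unused for want of a label.

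The test was edgeR 4.0.16's quasi-likelihood test (glmQLFit with its default settings) in R 4.3.3, with TMM normalization, on genes with at least 1 CPM in at least 3 of the 6 libraries, with the condition alone in the model. The sample labels give the control and the treated library of one number a shared suffix, whose meaning is not stated. Residuals of libraries with the same number had correlations of 0.105, -0.508 and 0.387, so the numbers were not treated as pairs, and the replicate number as a block was an alternative. An adjusted p under 0.05 (Benjamini-Hochberg) was the threshold. This left 12385 genes. TMM factors lay between 0.815 and 1.13. Levels are CPM after TMM, as mean ± SD over 3 libraries, and log2 fold changes have a standard error derived from the test statistic. Gene lists were tested with camera and fry of limma 3.58.1 on log2 CPM, and DESeq2 1.42.0 was an alternative. The low-count filter keeps 12385 genes in all settings that do not change it, including those that leave out a library. The scripts were tested on simulated counts for 12385 genes, in which 200 were changed. The quasi-likelihood test found 97% of the genes changed by 4-fold and 28% of those changed by 2-fold, with 7 false calls. Changes of the smaller size are therefore often missed with 3 libraries per group.

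The libraries held between 21122852 and 24551795 counts on genes. Counting error at that depth is small for abundant genes and large for genes near 1 CPM, such as *ncx-6* and *ncx-9*. Pairs of replicates were compared by a chi-square test, and no pair differed by as little as sampling noise gives, with values of at least 47.4 per degree of freedom.

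The genes named in the text are those the paper names in its transcriptomic results, the 10 *ncx* genes, and the 5 genes with the smallest p among the higher and among the lower genes that pass an adjusted p of 0.05 with all treated libraries on one side of all control libraries. The genes *apy-1*, *nex-3*, *mua-3*, *unc-52*, *asah-1*, *ttm-5*, *hphd-1*, *elt-7*, *ins-13*, *twk-42* and *tlk-1* fall outside this rule and are named for their values, their annotation or their position. The rule, the tests of the main comparisons, the gene lists and the alternatives, apart from those named as chosen later here and in the closing section, were fixed before the data were examined, but after the paper and its Supplementary Table S3, which lists the authors' values for these libraries, had been read. The alternatives were other normalizations, DESeq2, the likelihood ratio test, other low-count filters, the replicate number as a block, and leaving out each library. A planned test of Gene Ontology terms was not run. The tables hold no annotation of the genes outside Supplementary Table S3, so there was no background, and gene families by symbol were tested in its place, a choice made after the data were examined. The 2 settings of edgeR's quasi-likelihood fit, the default and bias-adjusted deviances, were both run before the default was kept as the one written beforehand.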

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

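The tests of depth, abundant genes and gene length were set before their results were seen, and the other tests in this part were chosen only after.

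Among the genes that the paper's text does not discuss, 5 had the smallest p-values among those higher in CGP37157-treated worms. The log2 fold change was 9.95 for *R05D8.9*, 8.06 for *cyp-35A4*, 7.85 for *cyp-33C1*, 7.80 for *R09E12.9* and 8.71 for *cest-35.2*. Adjusted p-values in edgeR's quasi-likelihood test were 5.07e-07 for the first 4 and 1.06e-06 for the last. Mean control levels were 0.137, 4.75, 0.155, 1.15 and 0.759 CPM in the same order. For those near or under 1 CPM, counting error limits the size of the fold change. In each of the 5, all 3 treated libraries were above all 3 control libraries, which was a condition of their selection and not a result. Groups that do not overlap, in either direction, arise by chance for 10% of genes.

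Several technical explanations were tested on the 173 genes with an adjusted p under 0.05, among which these 5 fall. With every library thinned to the smallest total, 172 of them were still called. With the 10 most abundant genes left out before scaling, 173 were, and with a trend on gene length taken out, 169 of them were among 188 called. With all libraries, no gene of a list of embryo and oocyte genes changed by more than 0.27 on the log2 scale. With a library left out, values in the list ranged from -0.50 to 0.81. These genes are abundant in both groups, which would hide a small share, and in a list of late embryo genes the 6 tested ones lay between -0.41 and 0.51 (*elt-7*), so eggs or embryos carried over in one group cannot be told apart from none. In the other 9 splits of the 6 libraries into 3 and 3, 0 genes passed an adjusted p of 0.05, which argues against an exchanged library, while between 36 and 2231 genes had an unadjusted p under 0.05. The 2231 came from the split of control replicates 1 and 3 with CGP37157 replicate 2 against the rest, more than the 593 of the real split. A source of variation that does not follow the treatment is therefore present, and its cause was not tested. The real split was 1 of 10 splits with as many genes, and 10 splits cannot give a smaller share than 10%, so the number of splits alone cannot exclude a grouping of the libraries by chance.

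For the *cyp* family, reads of one raised gene counted on its near-identical copies were also weighed. The 19 higher *cyp* genes fall in 9 subfamilies, which argues against copies of one gene as the whole cause. Within subfamilies, 14 of the 19 share theirs with another higher gene, and for these a rise of each gene and a rise of one copy cannot be told apart, because gene sequences were not used here. A response of the worms to the compound stays open as the biological explanation.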

How the results depend on the processing

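The bias-adjusted setting of the quasi-likelihood fit and the gene family tests were chosen after seeing the data; the other alternatives were set before the data were examined.

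The following results kept their direction in all alternatives that gave a value. The number of higher genes was between 117 and 208, against 144. The share of higher genes on chromosome V was between 51.5% and 61.1% over the alternatives. Of the listed calcium genes, which leave out *ncx-6* and *ncx-9*, 0 passed an adjusted p of 0.05 in each, and 0 had an unadjusted p under 0.05 in the fit described in the processing summary. The log2 ratio of *ncx-9* kept its direction, between -2.09 and -1.32, and between -2.03 and -1.31 in the fits with no low-count filter that each left out one library. Its side of the threshold is less settled: the adjusted p was from 0.0968 to 0.355 with DESeq2, no low-count filter and filterByExpr, and in those 6 fits with no filter it was 0.377, 0.00140 and 0.0792 without control replicates 1, 2 and 3 and 0.524, 0.508 and 0.0191 without CGP37157 replicates 1, 2 and 3. No value was computed for it under the likelihood ratio test, the replicate block or bias-adjusted deviances. No scaling moved the median log2 fold change of all genes by more than 0.1.

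The number of lower genes, 29 with edgeR's quasi-likelihood test, was 17 with library sizes only, 64 with DESeq2, 66 with the likelihood ratio test and 66 with no low-count filter, and from 12 (without CGP37157 replicate 1) to 34 (without control replicate 2) across the 6 fits that each left out one library. The number of genes at an unadjusted p under 0.05 was 958 with no low-count filter, where more genes are tested, against 593. Of the 4 lipases, 1 passed, against 2 with library sizes only, 3 with DESeq2, 2 with the likelihood ratio test, 3 with no filter, 0 with the replicate block, 2 with bias-adjusted deviances, and from 0 (without CGP37157 replicate 1 or 2) to 2 (without control replicate 2) across the 6 fits. Of the 7 lowered lipid genes, 4 passed, against 2 with library sizes only, 6 with DESeq2, 6 with the likelihood ratio test, 6 with no filter, 2 with the replicate block and from 2 to 4 across the 6 fits, with 2 in each fit that left out control replicate 3 or one CGP37157 library. Of the 6 ceramide genes, 2 passed, against 1 with library sizes only, 5 with DESeq2, 5 with the likelihood ratio test, 5 with no filter, and from 1 (without CGP37157 replicate 1 or 3) to 3 (without control replicate 2) across the 6 fits. The families enriched among higher genes were 5, against 4 with the replicate block and 6 with DESeq2, the likelihood ratio test and no filter. The families enriched among lower genes were 3, against 1 with library sizes only, 6 with DESeq2, 7 with no filter, 1 with the replicate block and from 1 (without control replicate 2 or CGP37157 replicate 3) to 4 (without control replicate 1) across the 6 fits. Some of these settings change the number of genes or libraries tested. With no filter, the adjusted p in edgeR's quasi-likelihood test also fell for genes tested either way, such as *asm-3* (from 0.214 to 0.0143). The cause of these differences was not tested.

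The log2 fold change of *ncx-6* was from 1.90 to 2.14 across the 6 fits; its adjusted p in edgeR's quasi-likelihood test rose to 0.0508 without CGP37157 replicate 2, with a log2 fold change of 1.95, and was from 0.0119 to 0.0468 in the other 5. The median of the 22 other ceramide genes, 0.052, was from 0.015 (without control replicate 1) to 0.12 across the 6 fits. Without control replicate 2 (median 0.12) the list passed an unadjusted threshold of 0.05 in limma's camera, which it did not pass with all libraries; the cause was not tested.

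The sign of some exchanger genes with adjusted p near 1 reversed. For *ncx-4*, at -0.012, the log2 fold change was 0.011 with RLE normalization, 0.0093 with library sizes only, 0.017 with DESeq2 and 0.013 with no filter, and from -0.13 to 0.16 across the 6 fits. Across those fits *ncx-1* was from -0.12 to 0.0097, *ncx-3* from -0.45 to 0.23 and *ncx-10* from -0.56 to 0.11; the cause was not tested. Of the other named gene values, 19 became weaker and 24 stronger, and 406 did not change side. *ncx-6* and *ncx-9* lie near 1 CPM, where counting error limits their fold changes. A test of Gene Ontology terms and its alternatives, set before the data were examined, were not run.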

Differences from the paper's values

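The paper shows about 13% of higher genes under response to xenobiotic stimulus in Fig. 8A, read by eye, against 5.88% here, and about 18% under lipid metabolic process in Fig. 8A, read by eye, against 7.84% here. The values here are shares of the 102 higher genes with a term in Supplementary Table S3b and an adjusted p under 0.05. They count only the genes listed with that very term, and the figure's axis is a gene ratio over genes common to DESeq2 and edgeR, so the compared shares are not of the same genes. None of the alternatives set before the data were examined was run for these shares.

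The paper states a range of increase for 4 lipases, and here *lipl-1* rose 1.65-fold, below that range, and *lipl-2* 4.58-fold, above it. The paper places *acdh-9* among genes lowered below 0.5 of the control level, and its level here was 0.547 of the control level. For these 3 genes Supplementary Table S3b gives nearly the same log2 fold changes as here, so the gap lies between the paper's text and its own table. The paper calls the lipases, the lowered lipid genes and the ceramide genes changed, and in edgeR's quasi-likelihood test the adjusted p was above 0.05 for *lipl-1* (0.489), *lipl-5* (0.268), *fil-1* (0.0581), *acdh-2* (0.141), *acdh-9* (0.214), *acox-3* (0.128), *gba-4* (0.803), *cgt-1* (0.0689), *cgt-2* (0.0877) and *asm-3* (0.214). With DESeq2 and with no low-count filter, *lipl-5*, *fil-1*, *acdh-2*, *acox-3*, *cgt-1*, *cgt-2* and *asm-3* passed, and with the likelihood ratio test the same genes except *lipl-5* did. *fil-1* passed as well with library sizes only, without control replicate 2 and with bias-adjusted deviances (adjusted p = 0.0476), an alternative chosen after seeing the values, and *asm-3* without control replicate 2. *lipl-1*, *acdh-9* and *gba-4* passed in none of the alternatives. This threshold is stricter than the unadjusted p under 0.05 that selects Supplementary Table S3. At that unadjusted threshold, 4 of the 4 lipases, 7 of the 7 lowered lipid genes and 6 of the 6 ceramide genes passed in edgeR's quasi-likelihood test.

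The paper reports a change of *ncx-9* past its threshold with DESeq2, weaker than that of *ncx-6*, and not with edgeR. The unadjusted p of DESeq2 here was under 0.05, as in that statement. With the low-count filter used here edgeR did not test the gene, but with no filter and with filterByExpr its unadjusted p in edgeR was under 0.05 as well, so the contrast between the tools depends on the filter. The adjusted p was 0.220 with DESeq2 and 0.0968 in edgeR's quasi-likelihood test with no low-count filter, with an unadjusted p of 0.00496 in DESeq2. With no filter, and with control replicate 2 or CGP37157 replicate 3 also left out, edgeR's adjusted p was 0.00140 and 0.0191, with a log2 fold change of -2.03 in the latter, and in the other 4 fits that left out one library it was from 0.0792 to 0.524.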

Other observations

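The tests of chromosome V and of *tlk-1* were set before their results were seen, and the other tests in this part were chosen only after.

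Of the 144 genes higher in CGP37157-treated worms, 85 lie on chromosome V, against 19.0% of the tested genes (Fisher's exact test, p = 1.29e-26). The comparison is a description and not an independent test, because the position of many genes at the top of Supplementary Table S3 on this chromosome had been seen before it was set. Counted once per 50 kb window, 55.4% of windows with a higher gene were on chromosome V, against 20.6% of all windows with a tested gene, which argues against clusters of neighbouring genes as the whole cause. Outside the enriched families, 50.5% of the higher genes were on chromosome V, against 18.5%, and the higher genes fall in 17 of its 21 bins of 1 Mb, which argues against one variant segment. Of the 29 lower genes, 14 lie on chromosome V as well, so the concentration is not confined to the higher genes. That share of the lower genes was not tested. What places the higher and the lower genes there stays open.

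For *ncx-6*, the neighbouring exchanger gene *ncx-7* had a log2 fold change of 0.35 and the overlapping gene *tlk-1* one of 0.17, both far below that of *ncx-6* (2.02), which argues against reads of either gene counted on *ncx-6*. *gba-1* and *gba-2* share 17 bases of the annotation. If reads of *gba-2* made up the whole rise of *gba-1*, one share of them would fit all treated libraries, but the share needed was 58.5%, 16.9% and 47.0% in CGP37157 replicates 1, 2 and 3, and with the best common share each library was at least 5.51 SD of the control libraries away. That SD of *gba-1* (2.00 CPM, 3 libraries) belongs to the control mean of 15.6 CPM. In treated libraries the SD was 9.58 CPM at a mean of 43.2 CPM. The distance in control SD therefore cannot decide whether reads of *gba-2* were the whole cause, although the share needed differed between libraries. A smaller part of the rise from such reads cannot be told apart from a rise of *gba-1* by gene totals. For *ncx-9*, the log2 fold change closest to 0 with a control library left out and no low-count filter was -1.31, without control replicate 1. Its adjusted p in edgeR's quasi-likelihood test was 0.377. Control replicate 2 (0.639 CPM) lay below CGP37157 replicate 3 (0.642 CPM), so the remaining difference rested mainly on control replicate 3. At counts this low, a control library with a high count cannot be told apart from a decrease of the gene.

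Of all p-values, 64.5% were above 0.5, more than the 50% of a flat distribution. Control replicate 2 lies apart from the other libraries at -59 on the 1st principal component, and without it the share was 50.9%. Without control replicate 3 it was 51.7%, which argues against control replicate 2 as the only cause.

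A list of fasting genes, written before the counts were seen, had a median log2 fold change of 0.23 over genes that went both ways (camera adjusted p = 0.593), and a fasting response cannot be told apart from none. The list includes *fil-1*, a gene the study picked from these libraries. For the propionate shunt, a list that includes *acdh-1*, limma's camera gave an adjusted p of 0.00703 and limma's fry an adjusted p of 0.830, each adjusted over 14 lists. Its other 4 genes had a median of -0.32, *hphd-1* fell by 0.67 on the log2 scale, and without *acdh-1* the list passed an unadjusted threshold of 0.05 in limma's camera. Those camera values use the preset correlation of 0.01. With an estimated correlation, camera's unadjusted p for the whole list was 0.119. The list passes only under the preset correlation, so a decrease of the whole shunt cannot be told apart from one of *acdh-1*. The 6 genes of a mitochondrial stress list changed by at most 0.14 on the log2 scale with all libraries. With a library left out, their values ranged from -0.40 to 0.35. This argues against a mitochondrial stress response that changes these genes beyond that range, and a smaller one cannot be told apart from none. The 6 yolk genes were lower, with a median log2 fold change of -0.37. For this list limma's camera with the preset correlation gave an adjusted p of 0.0345, and limma's fry gave one of 0.830. With an estimated correlation camera's unadjusted p was 0.293. Less yolk expression cannot be told apart from the spread between libraries. None of the yolk genes passed an adjusted p of 0.05, and 1 had an unadjusted p under 0.05.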
